# Dietary fatty acid quality affects systemic parameters and promotes prostatitis and pre-neoplastic lesions

**DOI:** 10.1038/s41598-019-55882-5

**Published:** 2019-12-17

**Authors:** Danilo Ferrucci, Silas Pinto Silva, Andr Rocha, Lucas Nascimento, André Schwambach Vieira, Sebastião Roberto Taboga, Marcelo Mori, Carlos Lenz-Cesar, Hernandes F. Carvalho

**Keywords:** Cellular imaging, Urogenital reproductive disorders

## Abstract

Environmental and nutritional factors, including fatty acids (FA), are associated with prostatitis, benign prostate hyperplasia and prostate cancer. We hypothesized that different FA in normolipidic diets (7%) affect prostate physiology, increasing the susceptibility to prostate disorders. Thus, we fed male C57/BL6 mice with normolipidic diets based on linseed oil, soybean oil or lard (varying saturated and unsaturated FA contents and ω-3/ω-6 ratios) for 12 or 32 weeks after weaning and examined structural and functional parameters of the ventral prostate (VP) in the systemic metabolic context. Mongolian gerbils were included because they present a metabolic detour for low water consumption (i.e., oxidize FA to produce metabolic water). A linseed oil-based diet (LO, 67.4% PUFAs, ω-3/ω-6 = 3.70) resulted in a thermogenic profile, while a soybean oil-based diet (SO, 52.7% PUFAs, ω-3/ω-6 = 0.11) increased body growth and adiposity. Mice fed lard (PF, 13.1% PUFA, ω-3/ω-6 = 0.07) depicted a biphasic growth, resulting in decreased adiposity in adulthood. SO and PF resulted in hepatic steatosis and steatohepatitis, respectively. PF and SO increased prostate epithelial volume, and lard resulted in epithelial hyperplasia. Animals in the LO group had smaller prostates with predominant atrophic epithelia and inflammatory loci. Inflammatory cells were frequent in the VP of PF mice (predominantly stromal) and LO mice (predominantly luminal). RNAseq after 12 weeks revealed good predictors of a later-onset inflammation. The transcriptome unveiled ontologies related to ER stress after 32 weeks on PF diets. In conclusion, different FA qualities result in different metabolic phenotypes and differentially impact prostate size, epithelial volume, inflammation and gene expression.

## Introduction

Benign prostate hyperplasia (BPH) and prostate cancer (PCa) are frequent diseases of the prostate. Despite showing common etiologies, such as androgen dependency and metabolic disorders, BPH and PCa show different symptoms, histopathology and malignity. BPH has been posed as a predisposing condition for PCa development, but this sequence is frequently questioned^1,2^. Importantly, PCa will represent 27% of all new cases of cancer in Brazil and in the USA^3,4^. Prostatitis is also a condition of the prostate gland and is frequently part of the low urinary tract symptoms.

The mechanisms leading to prostatitis, BPH and PCa are not fully elucidated and are certainly multifactorial, influenced by hormones, genetic and inherited factors^5^, ethnicity^6^ and environmental/nutritional exposure^7^. Accordingly, there is a 6–50-fold higher prevalence of PCa in the Western countries and in migrating populations settled in eastern countries, reinforcing the notion that environment and life style impact the susceptibly to PCa and its progression^8–11^. Obesity is related to a plethora of comorbidities and includes sub-clinical systemic inflammation and an altered profile of adipokines. Obesity favors PCa incidence and aggressiveness, and the consumption of dietetic fatty acids is a major etiological factor for BPH and PCa^12^. Increased consumption of saturated fatty acids promotes prostate growth in mice^13^. Consequently, the amount of fatty acid in the typical Western-style diet, obesity (increased adiposity) and PCa risk have been associated. A major variable in this scenario is the quality (profile) of the ingested fatty acids present in each diet^14^; however, much attention has been given to high fat diets.

On the other hand, beneficial effects of poly-unsaturated fatty acids (PUFAs) have been demonstrated, including cardioprotective, immunomodulatory and anti-atherosclerotic effects^15–17^. Total and unsaturated fats have been associated with a reduced risk of PCa^18^. PUFAs were also shown to increase neurogenesis in the hypothalamus and, thereby, to control food ingestion and energy expenditure^19^.

ω-6-rich diets have been associated with an increased risk of PCa. ω-6 fatty acids are converted into even-series eicosanoids, such as leukotrienes, prostaglandins, prostacyclins and troboxans, all pro-inflammatory mediators resulting from the metabolism of arachidonic acid [AA, ω-3/ω-6 ratio = 20:4]. Besides stimulating inflammation, AA stimulates cell proliferation^20^. Additionally, *in vitro* and *in vivo* studies have suggested that ω-3-rich PUFAs, specially α-linolenic (LA, 18:2) and its derivatives docosahexaenoic (DHA, 22:6) and eicosatetraenoic (EPA, 20:5), are anti-inflammatory, pro-apoptotic, anti-angiogenic and anti-proliferative^21,22^. Given these effects, ω-3-rich PUFAs would be inversely associated with BPH and PCa. Nonetheless, contradictory results exist^23^. High plasma levels of docosapentaenoic acid (DPA, 22:5) are inversely correlated with the risk of PCa, while EPA/DHA are positively correlated^24^.

The complexity of the effects of fatty acids on different cell types, organs and the susceptibility to disease lies in the fact that fatty acids are substrates for energy production, plastic elements for the synthesis of biological membranes and the substrate of enzymes producing diverse bioactive molecules, including those affecting pro- and anti-inflammatory pathways^25^. Furthermore, body fat might affect prostate physiology and disease progression, given that prostate epithelial cells express adipokine receptors, such as adiponectin receptor 2^26^. It is possible that fatty acids have unique roles leading to prostatitis, BPH and, possibly, to PCa.

Considering the diagnosis of prostate cancer is frequent in older men and that environmental factors are particularly important in PCa incidence, we are interested in finding factors that affect prostate physiology that might increase the susceptibility to carcinogenesis, favoring the events that give rise to and promote cancer.

In a previous work, we demonstrated that normolipidic diets based on common dietary lipid sources affect epithelial proliferation rate and overall prostate growth in rats, which occurred in parallel with variations in circulating testosterone and estrogen levels, as well as in the expression of the androgen receptor and PPARγ in the epithelium^27^. In that study, we reported an antagonistic effect of the diet, either with prevailing saturated fatty acids (pork fat/lard) or with a predominance of poly-unsaturated fatty acids (high ω-3/ω-6). The former stimulated and the latter restricted proliferation and growth of the gland. In the same study, a prevalence of poly-unsaturated fatty acid with low ω-3/ω-6, showed an intermediate effect in prostate growth and epithelial proliferation^27^. That work included the administration of the diets to a single species (rats) and a short exposure to the diets (ten weeks after weaning). Additionally, a recent study has shown that high-fat diets induce prostate epithelial hyperplasia, achieved through proliferation of basal cells and their differentiation into luminal cells^28^.

Therefore, in this study, we wanted to determine whether exposure to normolipidic diets based on linseed oil (LO, 67.4% PUFAs, ω-3/ω-6 = 3.70), soybean oil (SO, 52.7% PUFAs, ω-3/ω-6 = 0.11) (SO) and pork fat/lard (PF, 13.1% PUFA, ω-3/ω-6 = 0.07), affects the structure and physiology of the ventral prostate (VP), increasing its susceptibility to prostate diseases, using two different species (mice and Mongolian gerbils) and a very long diet exposure (up to 32 weeks after weaning). Additionally, we performed a comprehensive analysis of the systemic/metabolic conditions that could affect the prostate gland.

The results presented here show that normolipidic diets containing different fatty acid compositions affect body adiposity, thermogenic capacity and the cytokine/adipokine profile, which reflected on marked changes in the epithelium, different inflammatory patterns (prostatitis, in mice and gerbils) and different epithelial lesions (in gerbils). Gene expression profiles and histological changes demonstrated that the diets (and their fatty acid composition) had distinct effects on the prostate, including an inflammatory signature and endoplasmic reticulum (ER) stress.

## Results

### A diet with predominantly ω-3 poly-unsaturated fatty acids (LO) promotes less weight gain and a better metabolic profile, compared to diets rich in ω-6 polyunsaturated (SO) or saturated fatty acids (PF)

C57/BL6 mice were randomly divided into three experimental groups and fed normolipidic diets prepared with linseed oil (LO), soybean oil (SO) or lard (PF), as specified (Table S1). These diets had particular fatty acid compositions: linseed contained ω-3 polyunsaturated fatty acids (ω3/ω6 ratio = 4:1), ω-6 polyunsaturated fatty acids predominated in soybean oil (ω3/ω6 ratio = 1:9) and lard was essentially composed of saturated fatty acids, as determined by gas chromatography (Table S2). The diets were given immediately after weaning for 12 (Fig. S1a) or 32 weeks (Fig. 1a).

**Figure 1:**
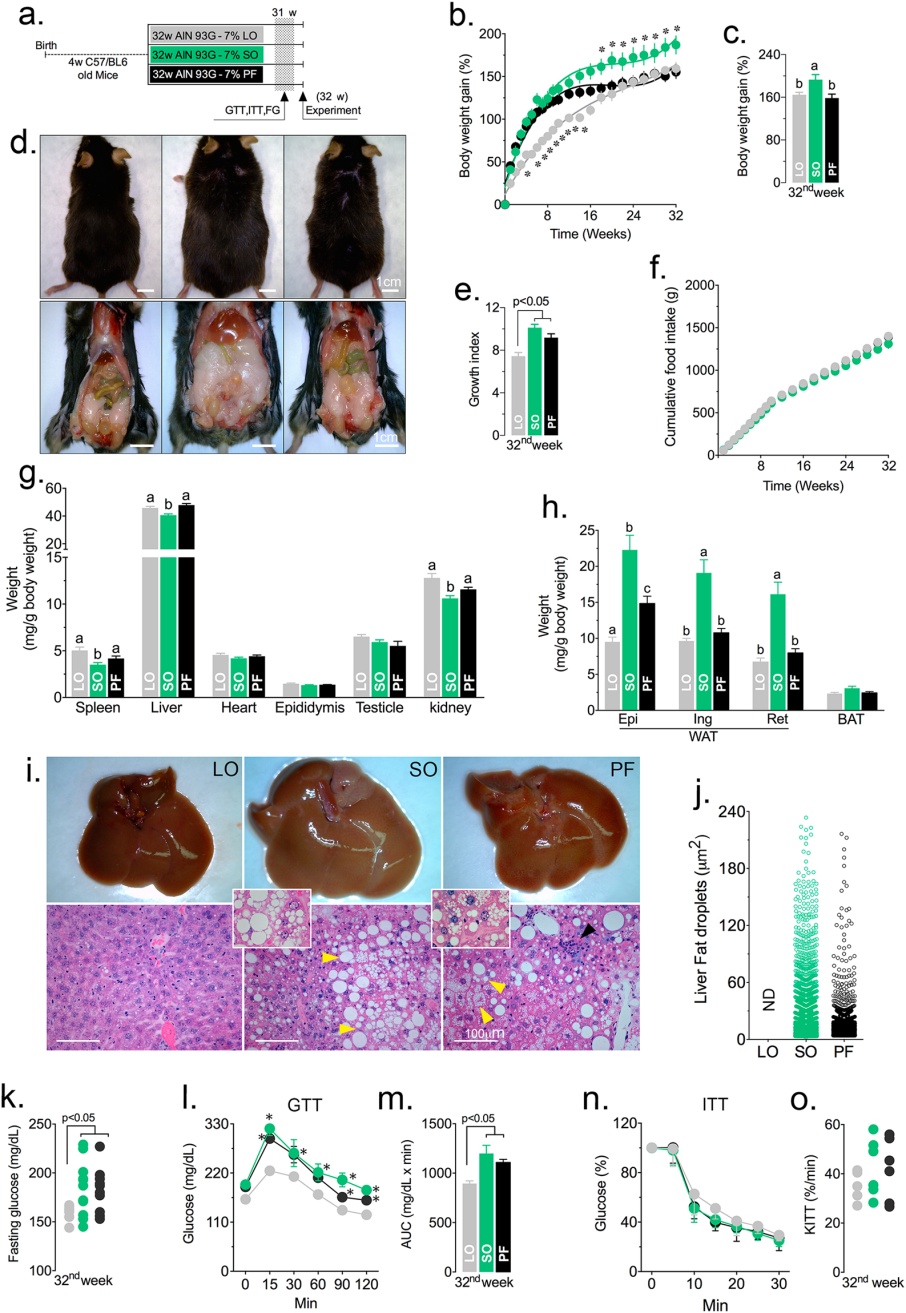
Dietary fatty acids in normolipidic diets affect growth, adiposity, liver and glucose metabolism. C57/BL6 mice were fed normolipidic diets containing different fatty acid compositions for 32 weeks (**a**). Body weight increase (**b**,**c**), growth indices (**d**,**e**) and food consumption (**f**) were determined weekly. After 32 weeks on the specified diets, mice were euthanized and various organs (**g**) and adipose tissues (**h**) were weighed The livers were severely affected on visual inspection and were further analyzed by histology after HE staining, including assessment of lipid droplet content and sizes (**i**,**j**,) N.D. = not-detected. The arrowhead points to an inflammatory focus. After 31 weeks on the specified diets, mice had their fasting glucose concentration measured (**k**) and sequentially submitted to the glucose tolerance test (GTT; **l**, mean glucose concentration; **m**, area under the curve) and the insulin tolerance test (ITT; **n**, mean glucose concentration; **o**, decay constant). n = 12 (**a**–**h**) or n = 6 (**i**–**o**); Statistically significant differences are indicated by different letters or asterisks (*p* < 0.05). ANOVA and Tukey’s test.

After 12 weeks on the specified diets, animals fed SO diets gained more weight than the other groups (Fig. S1b–e), though food intake and total calories were the same (Fig. S1f). Internal organs were similar sizes between groups, except for the liver, which was heavier in the PF group (Fig. S1g). White adipose tissues were larger in mice fed PF, while the brown adipose tissue was smaller (Fig. S1h). Liver histology was normal for the LO group, while there were signs of steatosis and steatohepatitis in the SO and PF groups, respectively (Fig. S1i, j). Fasting glucose, glucose tolerance and insulin tolerance were similar among the three groups (Fig. S1k–o).

Animals fed a diet containing high content of ω-3 (LO) for 32 weeks showed a smaller growth index and less body weight gain (Fig. 1b–f), reduced adiposity (Fig. 1g,h), preserved liver histology (Fig. 1i,j), normal fasting plasma glucose levels (Fig. 1k) and reduced area under the curve in GTT (Fig. 1l,m), suggesting better tolerance to glucose. Insulin tolerance was similar among the three experimental groups (Fig. 1n,o). Mice fed a ω-6 rich diet (SO) had elevated fasting plasma glucose levels (Fig. 1k), impaired glucose tolerance (Fig. 1l,m) and liver steatosis (Fig. 1i,j). Animals fed PF had severe liver steatohepatitis (Fig. 1i). Surprisingly, the diet prepared with SO was more obesogenic than that prepared with PF and resulted in increased growth (Fig. 1d,e), body weight gain (Fig. 1b,c) and adiposity (Fig. 1h).

### An ω-3-rich, normolipidic diet promotes increased metabolism and thermogenesis associated with reduced spontaneous physical activity

Additional animals from the three experimental groups were used to investigate the energy metabolism and the thermogenic phenotype. To understand how body weight and adiposity are affected without changes in food intake, we investigated energy metabolism and the thermogenic capacity of mice fed different types of fatty acids. Mice fed the ω-3-rich diet (LO) showed higher body temperature (Fig. 2a), increased O_2_ consumption (Fig. 2d) and CO_2_ production (Fig. 2e) and a smaller respiratory ratio (CO_2_/O_2_, Fig. 2f) at the end of the light/dark cycle. These animals showed intermediate levels of spontaneous physical activity (Fig. 2b,c), compared to those fed SO diets.

**Figure 2:**
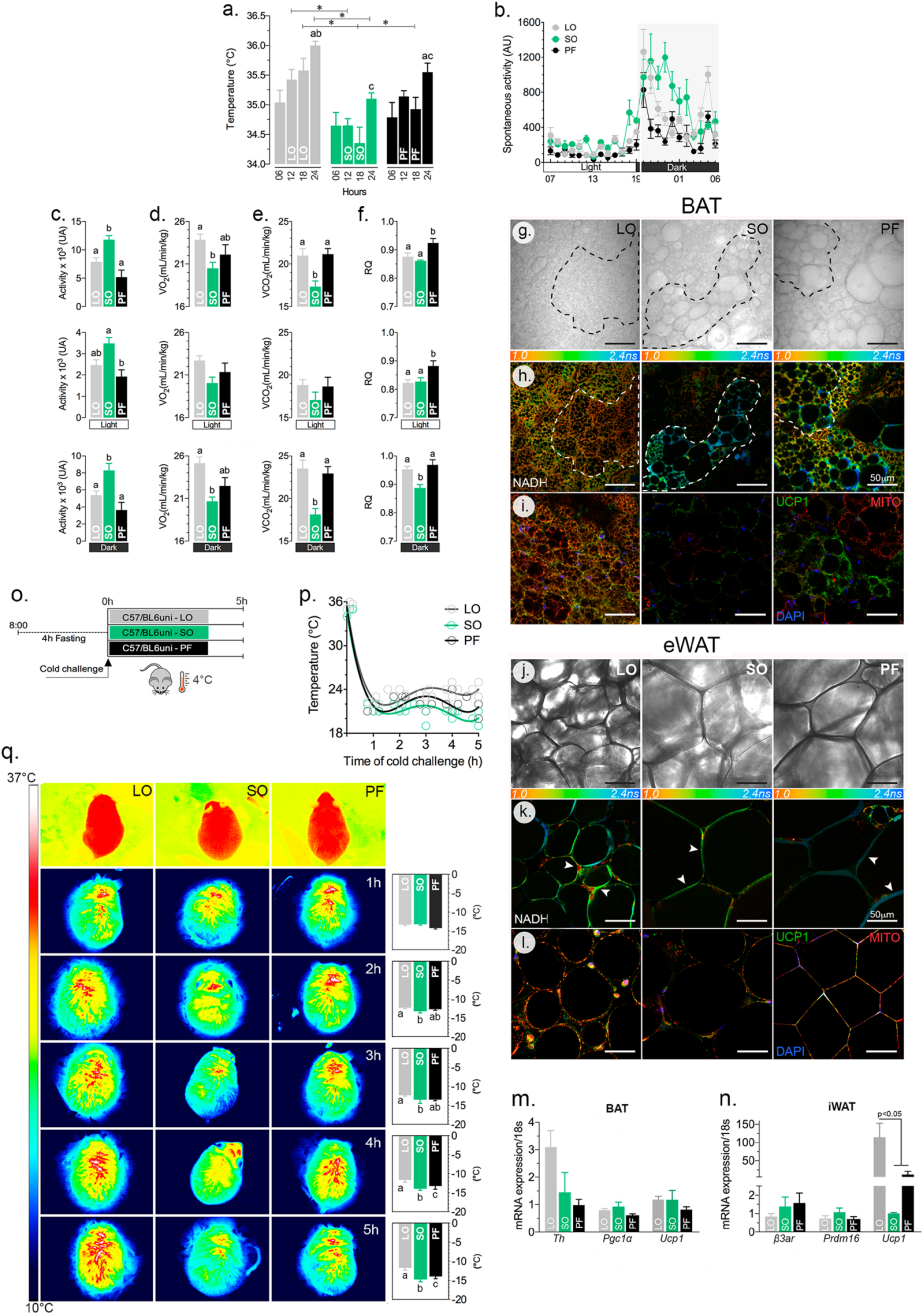
Dietary fatty acids in normolipidic diets affect energy metabolism in the adipose tissues and thermogenesis. C57/BL6 mice fed the specified diets for 32 weeks were evaluated for their body temperature (**a**), spontaneous physical activity (**b**,**c**), O_2_ consumption (**d**), CO_2_ production (**e**) and respiratory ratio (CO_2_ production/O_2_ consumption; **f**) during the light/dark cycles for 24 h at 22 °C. At the end of the 32 weeks, samples from the interscapular brown adipose tissue (BAT; **g**,**h**,**i**) and the epididimal white adipose tissue (eWAT; **j**,**k**,**l**) were collected for the histological analyses, redox state (NADH) using FLIM, mitochondrial content and UCP-1 immunofluorescence (**i**,**l**). Several markers of adipocytes were examined at the mRNA level in BAT (**m**) and eWAT (**n**) and revealed a significant increase in the expression of *Ucp1* in the latter, suggesting browning. One week before the end of the experiment (31^st^ week), the animals were exposed to 4 °C for 5 h to evaluate cold-induced thermogenesis (**o**). The body surface temperature was determined hourly (**p**), using a thermostatic camera (**q**). Dashed lines in panels g and h delimitate areas differing in metabolic activity in the BAT among LO, SO, PF. The arrowheads in panels **i**–**l** indicate regions with high metabolic activity among the two adipose tissue cells; n = 6 (**a**–**f**, **o**–**q**) or n = 3 (**g**–**n**); Statistically significant differences are indicated by letters or asterisks (*p* < 0.05). ANOVA and Tukey’s test.

After 32 weeks on the specified diets, the interscapular brown adipose tissue (BAT, Fig. 2g) and the epididimal white adipose tissue (eWAT, Fig. 2j) morphology, fluorescence life time imaging microscopy (FLIM), mitochondrial and the UCP1 content were examined. There was a clear preservation of the brown features in the BAT of LO-treated animals, while those in the SO and PF groups showed a mixed phenotype. On the other hand, there was a browning (i.e., multilocular lipid droplets) of the inguinal white adiposte tissue.

Using FLIM, we have identified changes in the lifetime of NADH autofluorescence (Fig. 2h,k) and found an evident extension of the lifetime in the SO and PF adipocytes. Accordingly, the mitochondrial content and UCP1 immunostaining were greater in the LO-treated mice compared to the two other groups (Fig. 2i,l). These results show that the ω-3-based diet (LO) promotes a more thermogenic phenotype in both BAT and eWAT. To confirm this phenotype, we checked the expression of several brown adipocyte markers and found an increase in *Ucp1* expression in the eWAT of animals fed an LO diet compared to those on SO and PF diets (Fig. 2m,n).

To evaluate acute cold-induced thermogenesis, the animals were submitted to 4 °C for 5 h (Fig. 2o). The cold-induced thermogenesis was more effectively controlled by animals in the LO group, though the other groups were also cold-resistant (Fig. 2p). The thermal images acquired and the variation in temperature along the test are presented in Fig. 2q. Curiously, mice fed an ω-6 rich diet (SO) presented a lower body surface temperature (Fig. 2a), decreased energy expenditure (Fig. 2d,e) and, despite showing increased spontaneous physical activity, showed a worse thermogenic response to cold. Surprisingly, the animals fed a normolipidic diet, rich in saturated fatty acids (PF), showed a metabolic and thermogenic phenotype intermediate to the LO and SO.

### A normolipidic, saturated fatty acid-rich diet (PF) increases the serum concentration of pro-inflammatory cytokines, opposing the effects of an ω-3-rich diet (LO)

Given the possible association between the accumulation of body fat (obesity and/or high adiposity index), a subclinical inflammation profile, increased circulating pro-inflammatory mediators and the susceptibility to different diseases, including BPH and PCa, we examined whether the above described body growth, adiposity and metabolic profiles found for the mice fed the specified diets was associated with differential profiles of circulating pro-inflammatory cytokines at the 12^th^ (Fig. S2) and 32^nd^ weeks (Fig. 3). After 12 weeks on the specified diets, no alteration was observed in the concentration of different serum hormones, cytokines and adipokines (Fig. S2).

**Figure 3:**
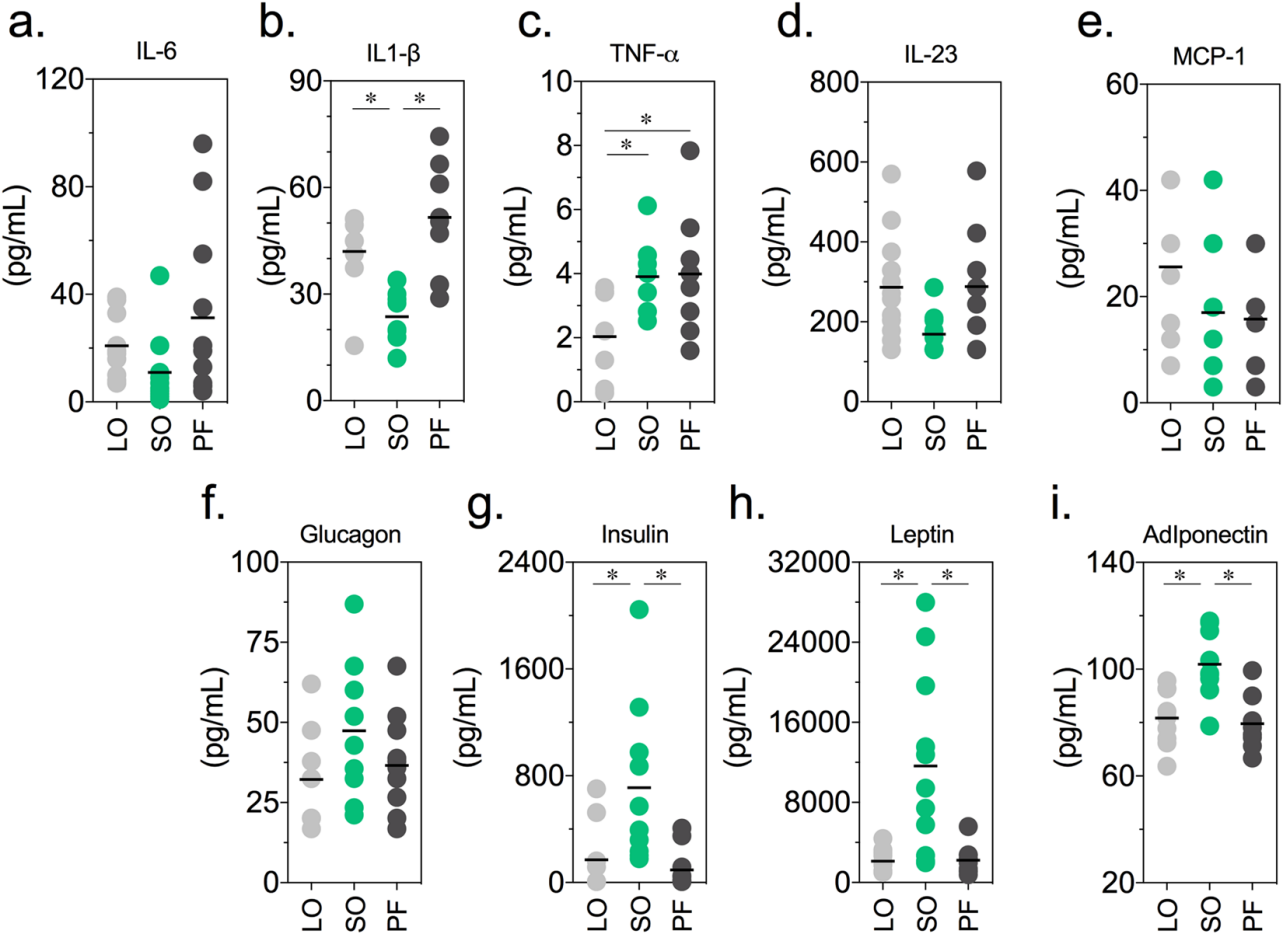
Dietary fatty acids in normolipidic diets affect result in differential profiles of serum hormones, adipokines and pro-inflammatory cytokines. C57/BL6 mice fed the specified diets for 32 weeks were sacrificed and blood was collected for the determination of serum concentrations of cytokines (IL-6, IL-1β, TNF-α IL-23, and MCP-1) and hormones (**a**: glucagon, insulin, leptin e adiponectin). n = 9; statistically significant differences are indicated by asterisks (*p* < 0.05). ANOVA and Tukey’s test.

After a longer period (32 weeks), the circulating levels of IL-6 were similar in the three groups (Fig. 3a). The animals in the PF and LO groups had elevated serum levels of IL-1β (Fig. 3b), while the LO group had reduced TNF-α compared to the other groups (Fig. 3c). IL-23 and MCP-1 remained unchanged in the three groups (Fig. 3d,e), as did the levels of glucagon (Fig. 3f). The serum concentrations of insulin and leptin (Fig. 3a) were significantly higher in the mice fed an ω-6-rich diet (SO), which showed increased body weight (Fig. 1b,c) and adiposity (Fig. 1h).

The PF diet accelerated the growth of the VP (Figs. S3b, c), increased the epithelial volume (Figs. S3d, e) and, as reported before (Escobar *et al*.^27^), promoted *Ar* expression (Fig. S3f).

### An ω-3-rich diet prevents and a saturated fatty acid-rich diet promotes enlargement of the prostate and hyperplasia of the prostate epithelium

The above described results showed that mice fed ω-6 polyunsaturated (SO) and saturated fatty acids (PF) presented worse metabolic parameters and increased adiposity after 32 weeks on the defined diets. The obesogenic phenotype of mice in the SO group was not associated with prostate growth. Indeed, VP size was similar in both the SO and PF groups (Fig. 4a–g). However, the prostates in the PF group showed increased epithelial volume (Fig. 4h,i), increase epithelial height (Fig. 4j–l) and reduced lumen diameter (Fig. 4n,o). Though the ω-6-rich diet (SO) stimulated PV growth (Fig. 4d) and resulted in increased epithelial volume (Fig. 4i), the volume of lumen was preserved, similar to that found in mice from the LO group. In this latter group, the prostate was smaller, the lumen was wider and the epithelium was shorter and frequently atrophic (Fig. 4l–o). No difference was found in the acinar perimeters (Fig. 4p–r**)**.

**Figure 4:**
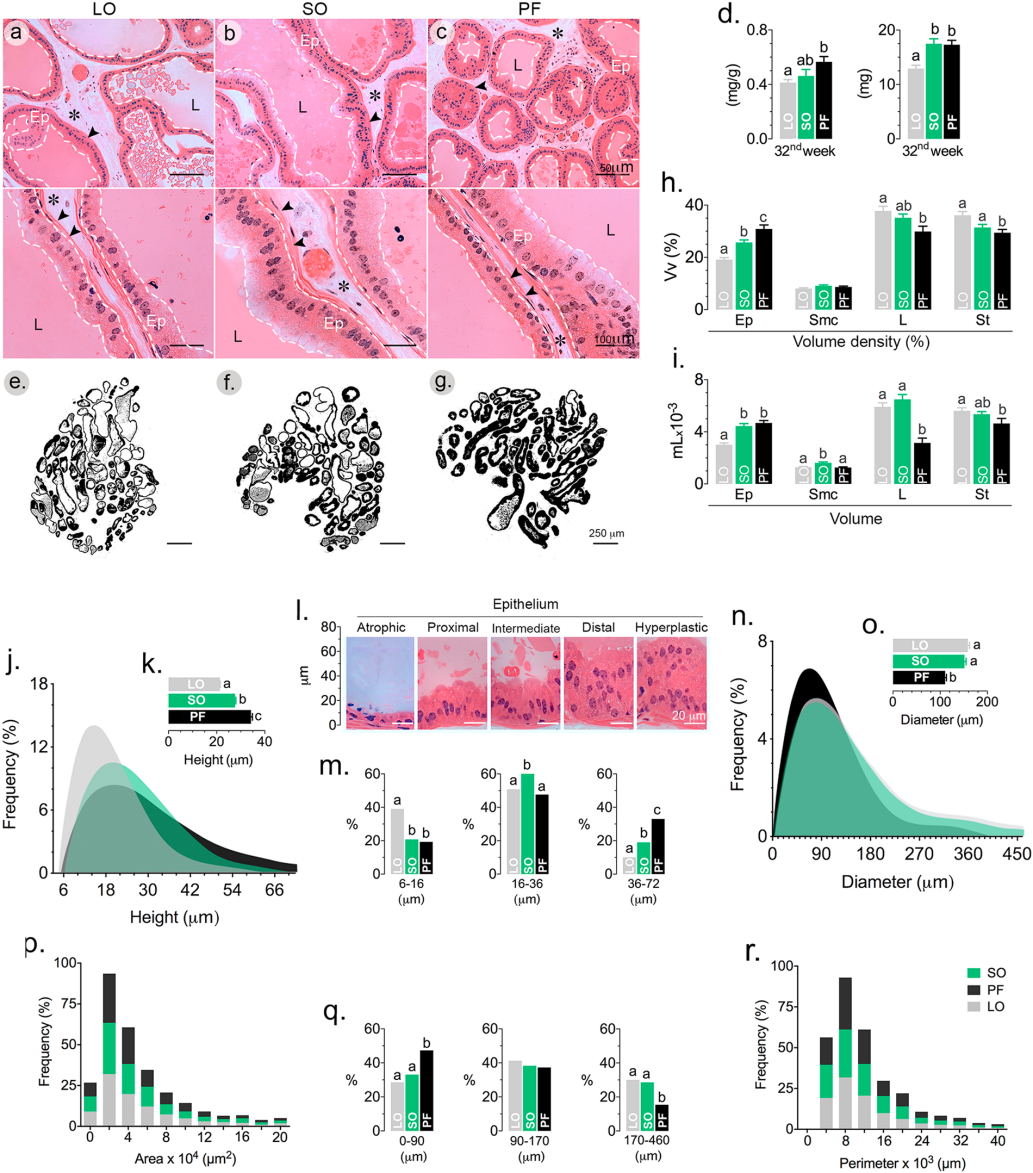
Dietary fatty acids in normolipidic diets affect results in differential prostate growth and epithelial volume. After 32 weeks on the specified diets, C57/BL6 mouse VP were dissected out, weighed and processed for routine histology (**a**–**c**,**e**–**g**). VP relative and absolute weight (**d**), volume density (V_vo_%; **h**) and volume (**i**) of the epithelium (Ep), lumen (L), stroma (*) and smooth muscle cells (arrowheads in **a**–**c**) were determined by stereology. Morphometry was used to determine the epithelial height (**j**, frequencies; **k**, mean values; **i**, frequencies according to epithelial height subclasses); the luminal perimeter (**n**, frequencies; **o**, mean values; **p**, frequencies according to luminal perimeter subclasses); acinar area (**q**) and perimeter (**r**). n = 6; statistically different groups are indicated by letters (*p* < 0.05). ANOVA and Tukey’s test.

### Saturated fatty acid-rich and ω-6-rich diets show opposing effects on inflammation. Saturated fatty acid-rich and ω-6-rich diets affect the immune system and inflammation differently. Saturated fat promotes prostatitis, while ω-6 prevents it

Mice fed on the specified diets for 12 weeks showed distinct prostate and epithelial growth and different aspects of liver histology (Fig. S1). To further characterize the inflammatory profiles of the VP from animals in the different experimental groups, we evaluated the inflammatory signatures in each condition using RNAseq. 

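RNA was sequenced from the ventral prostate (VP) of 5 mice on each of the 3 diets after 12 weeks, based on linseed oil (LO), soybean oil (SO) or lard (PF). The authors counted the read pairs on each gene with HTSeq and deposited the counts of each mouse without normalization. The deposited counts cover 39179 Ensembl gene identifiers, of which 37607 were matched to a symbol in GENCODE release M21 on the mouse genome GRCm38. The paper's text does not name the genome build or annotation behind the counts, and gene positions are therefore given on GRCm38. Pairs that aligned to several places were set aside in the counting, so genes with near-identical copies can be undercounted. Total counts on genes ranged from 29596273 to 39239920 per mouse in the LO group (median 35390110), from 31912159 to 38549367 in the SO group (median 33483999) and from 30402047 to 40763802 in the PF group (median 36807997). The 10 genes with the highest counts took 29.4% ± 3.80 (SD, n = 5) of the counts in LO, 31.8% ± 2.55 (SD, n = 5) in SO and 30.5% ± 3.82 (SD, n = 5) in PF mice. No pair of mice on one diet had counts that differed only by sampling noise, the lowest chi-square per degree of freedom being 22.7 among 60 pairs of mice over both time points. From the counts, 15873 genes passed edgeR's filter on low expression at 12 weeks, the libraries were scaled by TMM, and the diets were compared in one fit with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05. The Wald test of DESeq2, the package behind the paper's own comparisons, was run as the alternative, since it was the choice that moved the numbers of genes most. The sample labels number the mice from 1 to 5 within each diet. Same-numbered mice deviated from their diet means with a mean correlation of 0.0673 across genes, against −0.0165 for mice with different numbers, and for the numbers of genes and most gene sets the fit with the replicate number as a block is given beside the fit without it. The DESeq2 fits with the block were added after the data had been seen. Families of genes were tested with camera, limma's test of whether a set moves more than the other genes, with the correlation between genes estimated from the data and adjustment over the 57 set tests of a time point.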

The three experimental groups segregated quite well in principal component analyses (PCA). PF was separated from the other two groups in the first component, while the other two groups segregated in the second component (Fig. 5a).

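The counts of the 15 mice were variance-stabilized with DESeq2 and the 500 most variable genes entered the PCA. The first component held 25.0% of the variance. Scores on it averaged 6.07 ± 9.67 (SD, n = 5) in PF, −1.38 ± 6.53 (SD, n = 5) in LO and −4.69 ± 1.75 (SD, n = 5) in SO mice. PF mice differed from the other mice by 9.10 on average (two-sided exact permutation test over 3003 arrangements, p = 0.0236). The separation was not complete, because PF mice 2 and 3 scored 15.8 and 16.5 while PF mice 4 and 5 scored −1.30 and −4.47, and LO mouse 4 scored 9.95. Without PF mouse 2 the permutation p was 0.283, and without PF mouse 3 it was 0.304. The second component held 19.0% of the variance, with scores of 2.29 ± 9.66 (SD, n = 5) in LO and −0.730 ± 5.17 (SD, n = 5) in SO mice, a difference within the spread of the mice (exact permutation test over 252 arrangements, p = 0.619). The choice of genes moved the first component most. With every gene past the filter it held 23.7% of the variance and PF mice did not differ from the others on it (exact permutation test, p = 0.794), but it followed the replicate number. The 3 mice numbered 1 scored from −22.2 to −18.3 on it and all others −8.63 or above (exact permutation of the numbers within diets over 14400 arrangements, p = 0.0331). On the second component of all genes, with 18.9% of the variance, PF mice differed from the others by 13.6 (two-sided exact permutation test, p = 0.0157). With the values centred on each replicate number as a block, the first component gave a two-sided p = 0.0412 for the 500 genes and 0.07 for all genes (exact permutation within numbers over 243 arrangements). The tests of the replicate number and of the second component of all genes were added after the data had been seen.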

**Figure 5:**
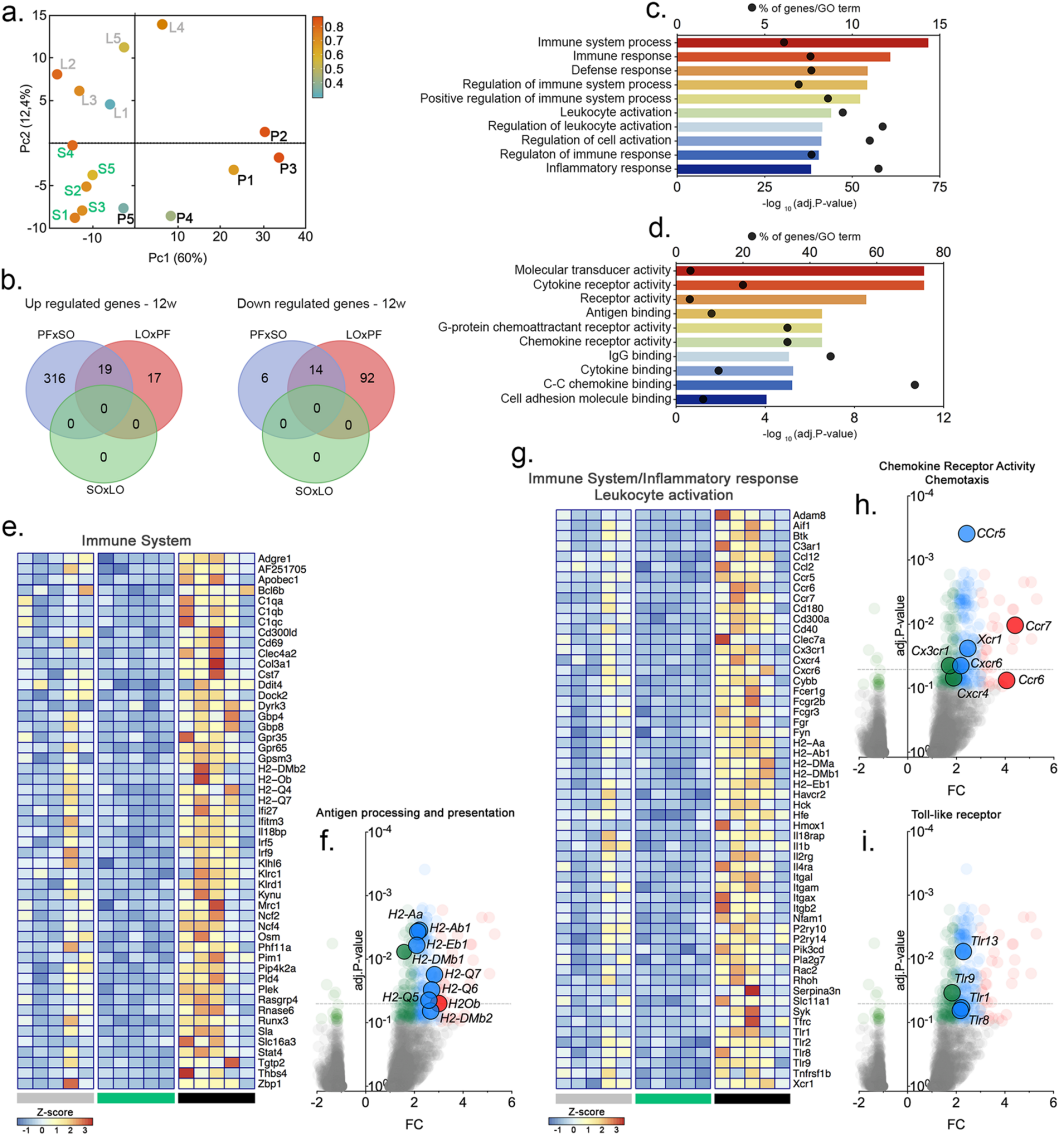
Dietary fatty acids in normolipidic diets modulate the immune system and inflammation in the mouse VP. C57/BL6 mice were fed the specified diets for 32 weeks and the VP transcriptome was examined by RNAseq. Principal component analysis (PCA) segregated the PF results from the other two groups, which were segregated by the second component. (**a**) The number of genes differentially expressed in the different groups are presented as Venn diagrams. (**b**) Biological processes and molecular functions affected by the different diets are shown in (**c**,**d**) according to their significance; bars represent the p-values and dots represent the ratios between the number of genes differentially expressed and the total number of annotated genes (enrichment) within each ontology. Genes differentially expressed were represented in Volcano plots in a pair-wise format; the graphs show each gene’s expression (Log2 fold change) and the corresponding p-value for each pair-wise comparison. Genes related to protein localization/targeting to the EA, ER stress and fatty acid biosynthesis were also represented in a heatmap (**e**–**i**), using normalized expression values (Z-Score) for each gene (n = 5).

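In the VP of PF mice compared to SO mice after 12 weeks, no gene reached an adjusted p-value under 0.05 with edgeR, and the smallest adjusted p-value was 0.138. At an unadjusted p-value under 0.05 there were 1269 genes. With the replicate number as a block, the count of genes past the adjusted threshold was again 0, with 1290 genes at an unadjusted p-value under 0.05. DESeq2 called 221 genes at an adjusted p-value under 0.05, 215 of them up-regulated and 6 down-regulated in PF mice. The volcano panels of the paper colour genes up to an adjusted p-value of 0.1, and this threshold was therefore added after the data had been seen. With it, DESeq2 called 387 genes, 366 up-regulated and 21 down-regulated, and when only the PF and SO mice entered the fit it called 517, 491 up-regulated and 26 down-regulated. The replicate block left DESeq2 with 142 genes at 0.05, 135 up-regulated and 7 down-regulated, and with 224 at 0.1, 205 and 19. Without PF mouse 5, edgeR called 131 genes, 130 up-regulated and 1 down-regulated, while with any other PF or SO mouse left out it called 0.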

A total of 355 genes were found differentially expressed in the VP from mice in the PF group, compared to the SO group, including 335 up-regulated genes and 20 down-regulated genes (Fig. 5b). 

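PF and LO mice at 12 weeks did not differ in any gene at an adjusted p-value under 0.05 with edgeR, where the smallest adjusted p-value was 0.241 and 1466 genes had an unadjusted p-value under 0.05. The fit with the replicate block gave 0 genes as well, with 1705 at an unadjusted p-value under 0.05. Under the DESeq2 Wald test 76 genes passed an adjusted p-value of 0.05, and most of them, 57, were lower in PF mice while 19 were higher. At the added threshold of 0.1 there were 148 genes, 100 lower and 48 higher in PF mice. Restricting the DESeq2 fit to these 2 diets left 120 genes, 92 lower and 28 higher. The replicate block raised the DESeq2 counts to 136 genes at 0.05, 103 lower and 33 higher, and 251 at 0.1, 180 lower and 71 higher. The balance of directions between PF and LO mice was therefore the opposite of that between PF and SO mice in each of these forms of the DESeq2 test.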

Comparing the PF and LO groups, we found 142 genes differentially expressed (36 genes were up-regulated and 106 were down-regulated). No genes appeared differentially expressed when the LO and SO groups were compared to each other.

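For LO against SO mice at 12 weeks edgeR gave 0 genes at an adjusted p-value under 0.05 and 679 at an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.999. With the replicate block these were 0 and 778 genes. DESeq2 also called 0 genes at both thresholds, with 807 at an unadjusted p-value under 0.05, but with the replicate block it called 12 genes at 0.05 and 20 at 0.1. A single gene, lower in LO mice, appeared at an adjusted p-value under 0.1 when only the LO and SO mice were in the DESeq2 fit, a form of the test added after the data had been seen.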

Pathways, networks and biological process enrichment was calculated for gene groups using the Metacore software (Thomson-Reuter, Boston MA, USA). Comparison between the PF and SO groups revealed 1,822 biological processes, 97 pathways and 27 networks that were significantly enriched (*p* < 0.05). Most of the biological processes were related to the immune system and inflammatory response, as well was their regulation (Fig. 5c,d). 

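The heatmaps of Fig. 5e and 5g list 51 and 56 genes of these processes. In edgeR, 48 genes of Fig. 5e and 55 of Fig. 5g passed the filter on low expression, and all of them were higher in PF than in SO mice, with median log2 fold changes of 1.03 and 1.14. DESeq2 tested 50 genes of Fig. 5e, of which 19 passed an adjusted p-value of 0.05 and 50 passed 0.1, and 56 genes of Fig. 5g, of which 36 and 56 passed. An immune score was computed for each mouse as the mean of the z-scored log2 CPM over the genes of these heatmaps past the filter. Before the filter, 106 of the genes were found by symbol in the counts. The score averaged 0.850 ± 0.680 (SD, n = 5) in PF and −0.759 ± 0.103 (SD, n = 5) in SO mice, a difference of 1.61. Every PF mouse scored above every SO mouse, which gives a two-sided exact permutation p = 0.00794, the smallest that 5 mice against 5 allow. The genes of the heatmaps were chosen in the paper for this difference in the same mice, so this p does not allow for their selection. PF mice 1 to 4 scored 1.16, 1.31, 1.42 and 0.578, and PF mouse 5 scored −0.218. Fibroblast marker genes were also higher in PF than in SO mice, by 0.454 on the log2 scale (two-sided exact permutation test, p = 0.0238). The enrichment itself, made with Metacore, was not analysed here. The paper reports enriched processes for its own comparison of PF and SO mice, most of them immune or inflammatory. The legend of Fig. 5 states that the fatty acids of the diets modulate immunity and inflammation in the VP.

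**Figure D1:**
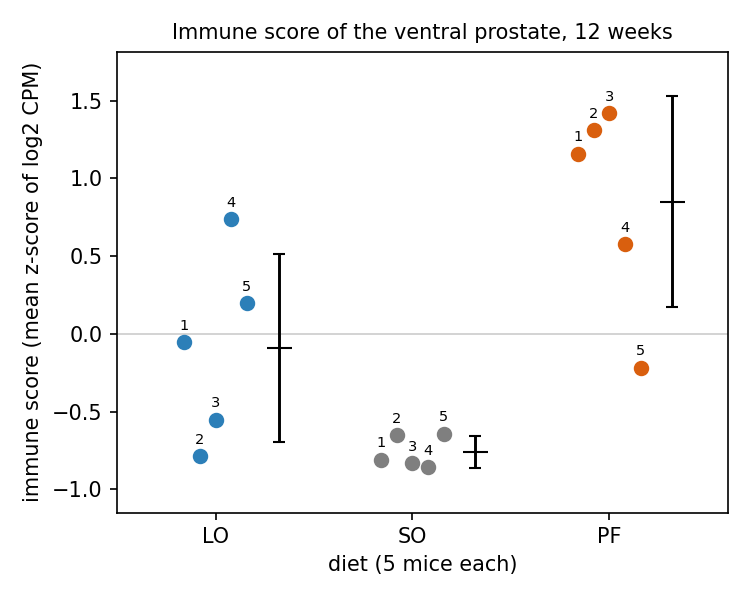
Immune score (mean z-score of log2 CPM over those of 106 genes of Fig. 5e and 5g that passed the filter, vertical axis) of the VP of each mouse after 12 weeks, by diet. Each point is 1 mouse with its replicate number, and the bars are the mean ± SD of 5 mice; the SO mice lie close together, from −0.858 to −0.643, and all PF mice lie above them.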

Networks were related to chemotaxis, leukocyte chemotaxy, IL-4-mediated inflammation and the JAK/STAT pathway, antigen presentation, phagocytosis, NK cell activity and lymphocyte proliferation. 

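Gene families of chemotaxis and antigen presentation were tested as whole sets, written before the data were seen and without regard to the figures. Of the 15 chemokine receptor genes past the filter 14 were higher in PF than in SO mice, with a mean log2 fold change of 0.89 (limma's camera, adjusted p = 0.0898, and 0.236 with the replicate block). The chemokine ligands had 25 of 30 genes higher in PF mice and a mean log2 fold change of 0.69 (camera, adjusted p = 0.183, and 0.236 with the block). For antigen presentation, 21 of 22 H2 genes of the major histocompatibility complex were higher, with a mean log2 fold change of 0.81 (camera, adjusted p = 0.183, and 0.254 with the block). The assumed correlation between the genes of a set moved these values most: preset at 0.01 in place of the estimate, camera gave the H2 set an adjusted p = 9.73e-18. H2-Aa (ENSMUSG00000036594), which encodes a class II chain, lies on chromosome 17 from 34282744 to 34287823. It had 122 ± 37.9 CPM (SD, n = 5) in PF, 55.5 ± 4.24 (SD, n = 5) in SO and 72.0 ± 29.9 (SD, n = 5) in LO mice. Between PF and SO mice it had a log2 fold change of 1.14 (SE 0.259, adjusted p = 0.138 in edgeR, 0.00372 in DESeq2). H2-Ab1 changed by 1.19 and H2-Eb1 by 1.11 on the log2 scale. The class I genes H2-Q7, H2-Q6 and H2-Q5 changed by 1.67, 1.61 and 1.54, but they are near-identical paralogs whose reads the counting could have divided or lost, and their values are uncertain.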

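The 12 Toll-like receptor genes of the mouse, tested as one set, had 11 genes higher in PF than in SO mice and a mean log2 fold change of 0.65 (limma's camera, adjusted p = 0.215, and 0.328 with the replicate block). Among the chemokine receptors, Cxcr6 and Cxcr4 changed by 1.20 and 0.97 on the log2 scale. The ligand Ccl8 (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799) had the largest log2 fold change of the chemokines tested, 3.12 (SE 0.717, adjusted p = 0.138 in edgeR), but its values in PF mice were uneven, from 1.64 to 42.0 CPM. Ccl7, Ccl2, Ccl3 and Cxcl16 were higher in PF mice by 1.74, 1.11, 0.84 and 0.35 on the log2 scale, and none reached an adjusted p-value under 0.05 in edgeR. Ccl25 did not differ, with 4.02 ± 0.786 CPM (SD, n = 5) in PF and 4.34 ± 0.799 (SD, n = 5) in SO mice. Il1b and the complement receptor C3ar1 had log2 fold changes of 1.77 (SE 0.536) and 1.04 (SE 0.302), with DESeq2 adjusted p-values of 0.0415 and 0.0471. Ccl20, Ccr6, Ccr3 and Mmp3, the gene of stromelysin-1, had too few counts for edgeR's filter. Mmp3 had between 0 and 41 counts per mouse, and a DESeq2 log2 fold change of 3.93 (SE 0.978, adjusted p = 0.0108). No mouse gene under the name Ccl16 was found in the annotation. Genes of the circadian clock showed no common direction between PF and SO mice, 8 of 21 being higher in PF (camera, adjusted p = 0.678, and 0.618 with the block), and 18 of 24 heat-shock protein and co-chaperone genes were slightly higher in PF mice, with a mean log2 fold change of 0.055 (camera, adjusted p = 0.604).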

Finally, pathways were related to the Toll-like receptors (TLR1, TLR2, TLR4, TLR8, TLR9, TLR13 IL1β and PI3K), integrin-mediated cell adhesion and migration, the chemokines CCL2, CCL16, CCL20, CXCL16 and CCL25 (including the receptors CCR5, CCR6, CXCR6 plus PI3K and Stromelysin-1), chemotaxy mediated by the chemokine-receptors CXCR4 and CCR3 (CCL8, CCL7 and CCL3), complement (C3a) activation-mediated signaling, immunological synapsis formation and oxidative stress. For the down-regulated genes, networks related to circadian rhythms and protein folding (Figs. 5e–i and S4)

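In PF against LO mice at 12 weeks, 4 of the 10 NIMA-related kinase genes past the filter (Nek1 to Nek9 and Nek11) were higher and 6 lower in PF mice, and the mean log2 fold change was 0.073 (limma's camera, adjusted p = 0.880, and 0.859 with the replicate block). Nek9 fell by 0.17 on the log2 scale (SE 0.0598, adjusted p = 0.440 in edgeR), the smallest p-value of the family. The clock genes leaned towards lower values in PF mice, 5 of 21 being higher (camera, adjusted p = 0.362, and 0.236 with the block). Arntl rose by 0.90 and Per2 fell by 0.75 on the log2 scale, with edgeR adjusted p-values of 0.286 and 0.253. Chemokine receptors were higher than in LO mice in 14 of 15 genes, with a mean log2 fold change of 0.59 (camera, adjusted p = 0.183).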

When the PF and LO groups were compared to each other, 1,082 and 117 significantly enriched biological processes, respectively, while a single network related to the role of NIMA (NEKs) protein kinases in the cell cycle was found for the down-regulated genes.

### Long-term feeding of a normolipidic, saturated fatty acid-rich diet results in endoplasmic reticulum stress and activation of the unfolded protein response (UPR)

The above described results show that mice fed for 12 weeks on a saturated fatty acid-rich diet (PF) have enlarged prostates (Fig. S1), overgrown epithelia and differential expression of genes related to the immune system and inflammation (Fig. S3). These effects were not observed in animals fed the poly-unsaturated fatty acid-rich diets.

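The immune score of LO mice at 12 weeks averaged −0.0912 ± 0.606 (SD, n = 5). It lay above that of SO mice by 0.667 (two-sided exact permutation test, p = 0.0317) and below that of PF mice by a margin whose exact permutation p was 0.0556. The genes of the score were chosen in the paper for their difference between PF mice and these SO mice, so neither p allows for their selection. As sets, the H2 genes were higher in LO than in SO mice in 22 of 22 genes, with a mean log2 fold change of 0.35 (limma's camera, adjusted p = 0.452), and 9 of 12 Toll-like receptor genes were higher, with a mean of 0.27 (adjusted p = 0.604). With the replicate block these adjusted p-values were 0.465 and 0.677. The chemokine receptors had 12 of 15 genes higher in LO mice (camera, adjusted p = 0.412).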

After 32 weeks, the animals in the PF group presented epithelial hyperplasia (Fig. 3) and associated inflammatory infiltrates (Fig. 6a). In contrast, mice fed an LO diet showed frequent epithelia atrophy, often associated with the presence of intraluminal inflammatory cells.

**Figure 6:**
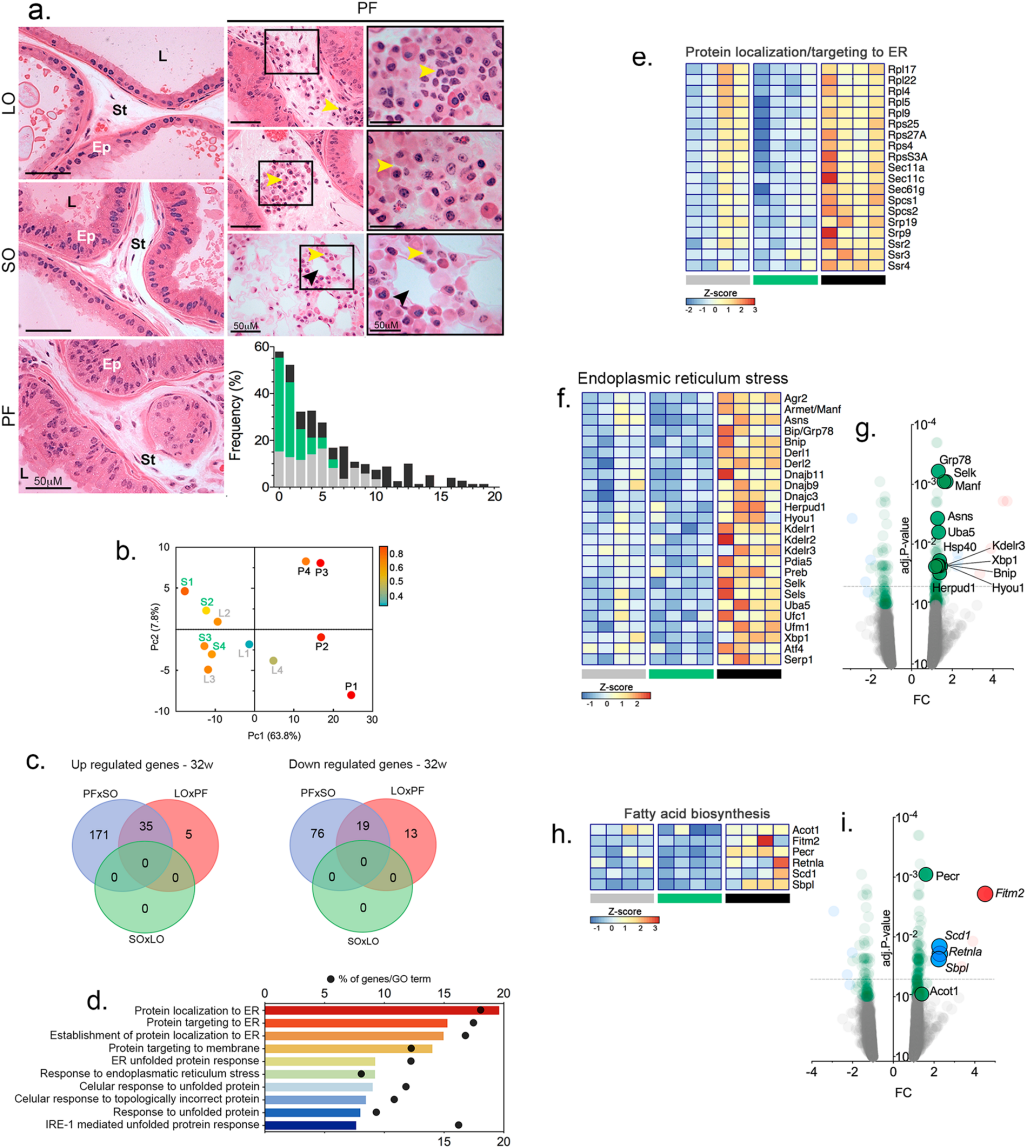
Dietary fatty acids in normolipidic diets upregulated the expression of genes related to protein folding, endoplasmic reticulum stress and the unfolded protein response (UPR). C57/BL6 mice were fed the specified diets for 32 weeks and examined for the presence of inflammatory infiltrates (**a**) and the VP transcriptome was examined by RNAseq (**b–i**). Histology revealed the presence of inflammatory infiltrates in both LO and PF groups. Yellow arrowheads point to inflammatory cells. The black arrowheads indicate an adipocyte. Ep = epithelium; St = stroma; L = lumen. The graph presents the number of inflammatory cells per histological section. Biological processes and molecular functions affected by the different diets are shown in (**b**) according to their significance; bars represent the p-values and dots represent the ratios between the number of genes differentially expressed and the total number of annotated genes (enrichment) within each ontology. Principal component analysis (PCA) segregated the PF results from the other two groups, which were not completely segregated by the second component. (**c**) The number of genes differentially expressed in the different groups are presented as Venn diagrams. (**d**) Genes differentially expressed were represented in Volcano plots in a pair-wise format; the graphs show each gene’s expression (Log2 fold change) and the corresponding p-value for each pair-wise comparison. Genes related to protein localization/targeting to the ER, ER stress and fatty acid biosynthesis were also represented by a heatmap (**e–i**), using normalized expression values (Z-Score) for each gene (n = 5).

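At 32 weeks the deposited counts hold 5 mice per diet, and the legend gives n = 5, while the heatmaps of Fig. 6e, 6f and 6h show 4 mice per diet, numbered 1 to 4. The colours of 50 heatmap genes were matched to the counts over the 120 possible orders of 4 among 5 mice. The best match was to mice 2 to 5 for LO (r = 0.909 across genes and columns) and to mice 1, 3, 4 and 5 for SO (r = 0.962) and PF (r = 0.872), whereas mice 1 to 4 in the order of the figure gave r = 0.353, 0.425 and 0.392. The same procedure at 12 weeks, with 106 genes and 5 mice per diet, ranked the numbered order first for each diet (r = 0.981, 0.971 and 0.974 for LO, SO and PF). These values used counts scaled by the median of ratios, a scaling adopted after CPM values had given another answer for LO (mice 1, 2, 4 and 5, r = 0.706), so the LO match depends on the scaling, while SO and PF matched the same mice under both. The match was made after the counts had been seen. By either scaling SO mouse 2 and PF mouse 2 were left out, while the LO mouse left out was mouse 1 by the median of ratios and mouse 3 by CPM. The paper gives no reason for leaving mice out. The matched mice are those of the median of ratios. Results run for all 3 choices are given for the matched mice, then all 5 mice per diet, then mice 1 to 4. Mice 1 to 4 were the choice fixed before the data were examined. Counts of genes called by DESeq2 are not given for all 5 mice per diet, and the immune score is given only for all 5. Total counts on genes ranged from 27590631 to 35539928 in LO (median 32039478), from 29125565 to 32800730 in SO (median 31532350) and from 27836359 to 41301707 in PF mice (median 36874221). The 10 largest genes took 22.7% ± 3.19 (SD, n = 5) of the counts in LO, 23.6% ± 1.52 (SD, n = 5) in SO and 29.5% ± 5.38 (SD, n = 5) in PF mice. The filter on low expression left 16165, 16218 and 16273 genes for the 3 choices of mice, and the tests were those used at 12 weeks. Same-numbered mice among mice 1 to 4 deviated together with a mean correlation of 0.150 across genes, against −0.0470 for different numbers, and the correlations were 0.127 and −0.0278 over all 5.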

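A PCA of the 500 most variable genes was made for the 32-week samples in the same way. In the matched mice the first component held 35.5% of the variance and the scores were 1.35 ± 6.70 (SD, n = 4) in PF, −6.70 ± 14.5 (SD, n = 4) in LO and 5.36 ± 16.1 (SD, n = 4) in SO mice, so that the spread within the LO and SO groups covered the PF mice (two-sided exact permutation test over 495 arrangements, p = 0.802). Over all 5 mice per diet the component held 28.9% (exact permutation test, p = 0.673), and over mice 1 to 4 it held 26.8% (p = 0.489 by the same exact test). On the component of all 15 mice, LO mouse 1 scored −14.2, SO mouse 2 scored −0.564 and PF mouse 2 scored 0.360, and LO mouse 3, left out by the CPM match, scored −19.6. The second component held 15.9%, 17.6% and 19.7% of the variance for the 3 choices of mice. It did not part LO from SO mice in any of them (exact permutation p = 0.114, 0.444 and 0.600). PF mice moved apart on the first component only when the PCA was restricted to the 457 genes called by DESeq2 in these mice at an adjusted p-value under 0.1, which separates the diets by construction and was added after the data had been seen (47.6% of the variance, exact permutation test, p = 0.00202).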

PCA analysis of the transcriptome results unveiled that the animals of the PF group segregated with the first component, while those from the SO and LO groups were not segregated by the second component, as occurred at 12 weeks on the diets (Fig. 6b). 

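For PF against SO mice at 32 weeks edgeR found 0 genes at an adjusted p-value under 0.05 for each choice of mice. At an unadjusted p-value under 0.05 it found 1765 genes in the matched mice, 1748 in all 5 mice per diet and 1001 in mice 1 to 4, and the smallest adjusted p-values were 0.195, 0.143 and 0.706. With the replicate block the counts past the adjusted threshold were again 0, with 1772, 2169 and 1220 genes at an unadjusted p-value under 0.05. The DESeq2 Wald test called 188 genes at an adjusted p-value under 0.05 in the matched mice. At the added threshold of 0.1 it called 343 genes, and 247 when only these 2 diets were in the fit. In mice 1 to 4 DESeq2 called 23 genes at 0.05, 48 at 0.1, and 63 at 0.1 with only the 2 diets. The replicate block gave DESeq2 91 genes at 0.05 and 222 at 0.1 in the matched mice, whose numbers pair only in part, and 49 and 87 in mice 1 to 4. The number of genes thus depended on which 4 mice were taken and on the block.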

The results also showed that 329 genes were differentially expressed in the VP of animals from the PF groups, compared to the SO group. From this total, 221 genes were up-regulated and 108 genes were down-regulated. 

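Of the 188 genes called by DESeq2 in the matched mice at an adjusted p-value under 0.05, 107 were up-regulated and 81 down-regulated in PF mice. At 0.1 the directions were 189 and 154, and with only the 2 diets in the fit 131 and 116. When the mice were matched to the heatmaps by CPM, which exchanges 1 LO mouse, 113 genes were up-regulated and 127 down-regulated at 0.1, so the excess of up-regulated genes did not hold there. It did not hold with the replicate block in the matched mice either, where 39 genes were up-regulated and 52 down-regulated at 0.05, and 100 and 122 at 0.1. In mice 1 to 4 there were 16 up-regulated and 7 down-regulated genes at 0.05, and 26 and 23 with the block.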

Comparisons between the PF and LO groups revealed 72 genes differentially expressed, 40 of them up-regulated and 32 down-regulated (Fig. 6c). 

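Between PF and LO mice edgeR called 0 genes at an adjusted p-value under 0.05 in the matched mice, in all 5 mice per diet and in mice 1 to 4, with 1352, 1394 and 893 genes at an unadjusted p-value under 0.05 and smallest adjusted p-values of 0.159, 0.141 and 0.467. With the replicate block edgeR called 1 gene in the matched mice, higher in PF mice (smallest adjusted p-value 0.049), and 0 in the other two choices, with 925, 1712 and 1106 genes at an unadjusted p-value under 0.05. DESeq2 called 127 genes in the matched mice at 0.05 (70 up-regulated, 57 down-regulated) and 234 at 0.1 (115 and 119). With only PF and LO mice in the fit there were 123 genes at 0.1 (56 and 67), and in mice 1 to 4 there were 26 genes at 0.05 (13 and 13) and 43 at 0.1 (16 and 27). The replicate block gave DESeq2 45 genes at 0.05 (25 and 20) and 66 at 0.1 (43 and 23) in the matched mice, and 59 (17 and 42) and 107 (34 and 73) in mice 1 to 4.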

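LO and SO mice at 32 weeks differed in 0 genes with edgeR for each choice of mice, with 446 genes at an unadjusted p-value under 0.05 in the matched mice, 565 in all 5 mice per diet and 441 in mice 1 to 4. In the fits with the replicate block these were 0 genes, with 468, 737 and 542 at an unadjusted p-value under 0.05. DESeq2 called 2 genes in the matched mice at an adjusted p-value under 0.05, 1 in each direction. At 0.1 it called 3, and 20 when only LO and SO mice were in the fit. In mice 1 to 4 it called 0 genes at 0.05, with 511 at an unadjusted p-value under 0.05. The replicate block raised the DESeq2 counts to 9 genes at 0.05 and 12 at 0.1 in the matched mice, and to 16 and 18 in mice 1 to 4.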

No differential expression was found in the comparison between the LO and SO groups.

The enrichment in pathways, networks and biological processes were calculated for groups of genes using the Metacore software, as described above. Consequently, 322 biological processes, 8 pathways and 6 networks were found to be significantly enriched (*p* < 0.05) in the comparison between the PF and SO groups, most of which were related to protein localization and ER stress, including the unfolded protein response (UPR) (Fig. 6d). 

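A set of 42 genes of the unfolded protein response (UPR), written before the data were seen, was tested as a whole between PF and SO mice. In the matched mice 40 of the 42 genes were higher in PF mice, with a mean log2 fold change of 0.22 (limma's camera, adjusted p = 0.0543). In all 5 mice per diet it was 38 genes with a mean of 0.25 (adjusted p = 0.00632), and in mice 1 to 4 it was 38 genes with a mean of 0.28 (adjusted p = 0.00453). The call at an adjusted p-value under 0.05 therefore held in the last 2 choices and not in the matched mice, and with the replicate block it held in none of them (adjusted p = 0.291 in the matched mice, 0.0547 in all 5 and 0.0599 in mice 1 to 4). The UPR score of each mouse, its mean log2 CPM over the set, was 0.151 ± 0.0968 (SD, n = 5) in PF and −0.0979 ± 0.0434 (SD, n = 5) in SO mice. Every PF mouse scored above every SO mouse in each choice of mice (two-sided exact permutation test, p = 0.0286 for the matched mice, p = 0.00794 for all 5, the smallest values that 4 against 4 and 5 against 5 allow). LO mouse 1, SO mouse 2 and PF mouse 2, which are outside the match, scored 0.029, −0.129 and 0.167, and LO mouse 3, outside the CPM match, scored −0.125. Genes of protein translocation into the endoplasmic reticulum were higher in PF mice in 23 of 24 genes in the matched mice, with a mean log2 fold change of 0.23 (camera, adjusted p = 0.0672, and 0.0571 in all 5 mice and 0.104 in mice 1 to 4), and with the replicate block the adjusted p-values were 0.291, 0.125 and 0.264. Markers of the secretory epithelium of the prostate were also higher in PF than in SO mice, by 0.404 on the log2 scale in the matched mice (exact permutation test, p = 0.0286), and the 10 largest genes took 8.34 percentage points more of the counts (p = 0.0286 by the same exact test).

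**Figure D2:**
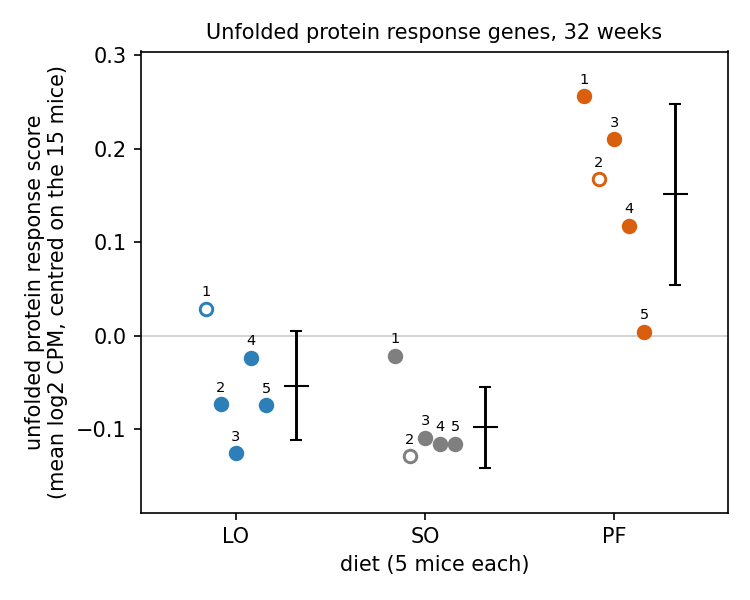
UPR score (mean log2 CPM over 42 genes, centred on the 15 mice, vertical axis) of the VP of each mouse after 32 weeks, by diet. Each point is 1 mouse with its replicate number, open points are the mice outside the match to the heatmaps of Fig. 6 by the median of ratios, and the bars are the mean ± SD of 5 mice; the lowest PF mouse, at 0.0045, lies above the highest SO mouse, at −0.0214.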

Endoplasmic reticulum stress, adaptive response to stress and fatty acid biosynthesis were also enriched in the PF group when compared to the LO group, although the total number of differentially expressed genes was smaller. 

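Against LO mice, the UPR set was higher in PF mice in 38 of 42 genes in the matched mice, with a mean log2 fold change of 0.20 (limma's camera, adjusted p = 0.0543). It was higher in 40 genes in all 5 mice per diet (adjusted p = 0.0078) and in 39 genes in mice 1 to 4 (adjusted p = 0.00486), but with the replicate block the camera adjusted p was 0.291, 0.0547 and 0.0599 for the 3 choices of mice. Genes of fatty acid synthesis did not move as a set between PF and LO mice: 18 of 30 were higher in the matched mice (camera, adjusted p = 0.908), 21 in all 5 mice per diet (adjusted p = 0.477) and 22 in mice 1 to 4 (adjusted p = 0.665). With the block these adjusted p-values were 0.902, 0.661 and 0.776. Against SO mice the fatty acid synthesis set had 22 of 30 genes higher in the matched mice (camera, adjusted p = 0.610) and 25 in all 5 (adjusted p = 0.101). From the genes of protein localization, endoplasmic reticulum stress and the UPR, the paper concludes that PF raises the expression of genes of endoplasmic reticulum stress.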

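Fig. 6e, 6f and 6h list 19, 25 and 6 genes, and all of them were higher in PF than in SO mice in each choice of mice. In the matched mice DESeq2 gave 6, 13 and 2 of these genes an adjusted p-value under 0.05, and 11, 18 and 3 an adjusted p-value under 0.1. Against LO mice all 19 and all 25 genes of Fig. 6e and 6f were again higher, and the numbers past 0.05 were 1 and 8. Because the lists were chosen in the paper by this difference, only counts are given for them. Pecr (ENSMUSG00000026189, chromosome 1 from 72259167 to 72284314), a peroxisomal reductase gene, had 36.1 ± 3.79 CPM (SD, n = 5) in PF, 26.3 ± 1.27 (SD, n = 5) in SO and 28.9 ± 3.23 (SD, n = 5) in LO mice. Its log2 fold change between PF and SO was 0.52 in the matched mice (SE 0.0885, adjusted p = 0.280 in edgeR, 0.000117 in DESeq2), 0.46 in all 5 and 0.47 in mice 1 to 4. LO mouse 1, SO mouse 2 and PF mouse 2, outside the match, had 27.8, 27.0 and 30.0 CPM of Pecr, and LO mouse 3 had 24.9. Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879), the gene of a stearoyl-CoA desaturase, rose by 0.91, 1.26 and 1.16 on the log2 scale in the 3 choices of mice. The rise of Scd1 was largest where PF mouse 2 was included, which had 2755 CPM against 1611 ± 882 (SD, n = 5) for the PF group. PF mouse 2 also had the highest adipocyte marker score among PF mice at 32 weeks, 2.21. Over all 5 mice, adipocyte markers were 1.82 higher in PF than in SO mice on the log2 scale (SD 1.52 and 1.57). Fat in the sample was not tested as an explanation at this age, so the rise of Scd1 cannot be told apart from it. Sbpl (ENSMUSG00000024125, chromosome 17 from 23953084 to 23955274), the gene of a spermine-binding protein-like protein, rose by 1.59 against SO and 1.51 against LO mice in the matched mice (SE 0.324 and 0.323, adjusted p = 0.280 and 0.323 in edgeR), by 1.24 and 1.49 in all 5, and by 1.11 and 1.52 in mice 1 to 4. The rise of Sbpl against SO was largest where SO mouse 2 was left out, which had 185 CPM against 108 ± 51.2 (SD, n = 5) for the SO group. Acot1 rose by 0.47 against SO mice but did not differ from LO mice, where its log2 fold change was 0.021 in the matched mice, −0.0096 in all 5 and −0.017 in mice 1 to 4.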

Genes differentially expressed are shown in Fig. 6e–i.

### Saturated fatty acid-rich (PF) and ω-3-rich (LO) diets increase the incidence of epithelial lesions in the Mongolian gerbil VP

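At 32 weeks the immune score used those of the same 106 genes of the 12-week heatmaps that passed the filter at 32 weeks. It was −0.218 ± 0.639 (SD, n = 5) in PF, 0.151 ± 0.799 (SD, n = 5) in SO and 0.0660 ± 0.950 (SD, n = 5) in LO mice. The means of the 3 diets thus lay closer together than the SD of any one of them. PF minus SO was −0.370 at this age. Part of the fall from 12 weeks is built in, because the genes were chosen in the paper for the difference at that age. The change from the difference at 12 weeks was −1.98 (two-sided permutation test of the time point within each diet over 63504 arrangements, p = 0.00189, and 0.0189 after adjustment over 20 scores). The filter and the z-scores were made at each age apart, so the differences at 12 and 32 weeks are not on one scale.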

The above described results showed that the ω-6-rich diet (SO) was obesogenic and that the saturated fatty acid-rich diet (PF) exhibited increased expression of inflammation-related genes and genes related to the ER stress. The LO diet showed an intermediate response associated with frequent epithelial atrophy. 

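LO mice had a UPR score of −0.0534 ± 0.0585 (SD, n = 5) at 32 weeks, between the means of the SO and PF groups, and the difference from SO mice was smaller than the SD of the LO group. The UPR set was higher in LO than in SO mice in 25 of 42 genes in the matched mice (limma's camera, adjusted p = 0.610), in 28 in all 5 mice per diet (adjusted p = 0.476) and in 25 in mice 1 to 4 (adjusted p = 0.572). The replicate block gave adjusted p-values of 0.616, 0.597 and 0.672 in the same order. Acot1, from the list of Fig. 6, was at 28.4 ± 4.21 CPM (SD, n = 5) in LO, 28.3 ± 1.09 (SD, n = 5) in PF and 19.7 ± 4.80 (SD, n = 5) in SO mice.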

To extend these results to another species and to test the effects of the specified diets in an animal with a particular physiological detour that oxidizes fatty acids to produce metabolic water, Mongolian gerbils were fed for 12 weeks after weaning, according to the same protocol used for the mice (Fig. 7a). The PF diet showed an increased obesogenic potential (Fig. 7b,c): gerbils in the PF group had a higher growth rate (Fig. 7d) in spite of similar food consumption (Fig. 7e), larger epididymal fat depot (Fig. 7f) and heavier epididymis (Fig. 7g). In addition, the VPs were larger and heavier (Fig. 7h) and had increased epithelial and smooth muscle cell volumes (Fig. 7j,k). The gerbils in the PF group also had an increased number of inflammatory focci (Fig. 7l) and more frequent epithelial lesions (Fig. 7i,m). The gerbils in the LO and SO groups had smaller VPs with smaller epithelial and smooth muscle volumes. The number of inflammatory focci and epithelial lesions were also smaller, compared to those fed a PF diet.

**Figure 7:**
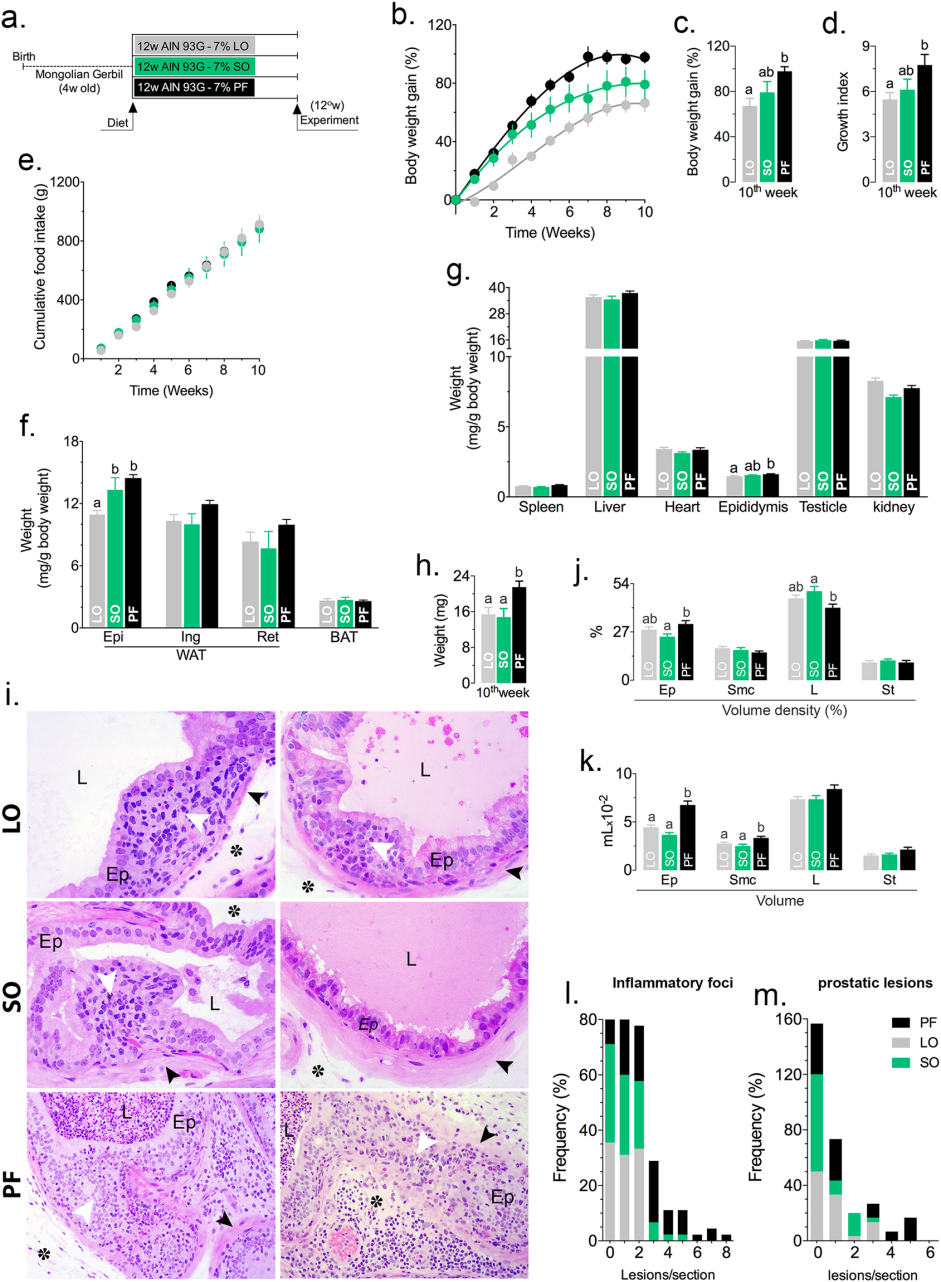
Dietary fatty acids in normolipidic diets increase the incidence of inflammation and epithelial lesions in the VP of Mongolian gerbils. Mongolian gerbils were fed the specified diets for 12 weeks. (**a**) Body weight (**b,c**), growth (**d**) and food ingestion (**e**) were measured weekly. At the end of the experiment, the animals were sacrificed and the different fat depots (**f**) and organs (**g**) were weighed and examined macroscopically. The VP was weighed (**h**), processed for routine histology and stained with HE. The histology of the VP is presented in (**i**). The volume density (V_V0%_; **j**) and volume (**k**) of the epithelium (Ep), lumen (L), stroma (*) and smooth muscle cells (arrowheads in **i**) were determined by stereology. The incidence of inflammatory infiltrates (**l**) and epithelial lesions (**m**) was determined for animals fed each diet. n = 6; statistically significant differences are indicated by letters or asterisks (*p* < 0.05). ANOVA and Tukey’s test.

## Discussion

In this study, we used normolipidic, isocaloric (Table S1) diets containing 7% linseed oil (67.4% PUFA, ω3/ω6 = 3.70), soybean oil (52.7% PUFA, ω3/ω6 = 0.1) or lard (13.1% PUFA, ω3/ω6 = 0.07) to feed mice for 12 or 32 weeks and Mongolian gerbils for 12 weeks and to evaluated systemic parameters and their impact on ventral prostate (VP) morphology, gene expression and inflammation.

The PUFA-rich diet prepared with LO and containing a high ω3/ω6 ratio resulted in smaller and leaner mice with healthy livers and healthy glucose metabolism. Surprisingly, the SO group, fed diets containing high contents of PUFA and a low ω3/ω6 ratio, showed the opposite effect, resulting in heavier mice, increased body gain, elevated adiposity and hepatic steatosis. These results are consistent with previous studies that show the consumption of ω-3-rich fatty acids prevents obesity, insulin resistance and hepatic steatosis, features of the metabolic syndrome^29–31^.

Importantly, mice in the PF group exhibited a biphasic growth pattern. Initially, the body growth rate was similar to that presented by the SO group. A marked transition appeared around 10–12 weeks after birth, when the PF-fed mice adopted a growth rate similar to the LO group. Only the epididymal fat was larger in the PF mice, compared to the LO group.

The obesogenic potential of SO was demonstrated in many studies using a high fat diet^30,32–34^. However, this is the first study to show the obesogenic effect of SO in normolipidic diets (7% fat). The growth patterns showed a tight and inverse association with the thermogenic capacity of the animals in the three experimental groups. Mice in the SO group had reduced metabolism and decreased thermogenesis, in contrast to the other groups. The higher thermogenesis presented by animals in the LO and PF groups was associated with a higher content and increased mitochondrial content, which also demonstrated an increased content of UCP-1, in the interscapular brown adipose tissue (BAT) and in the subcutaneous white adipose tissue (eWAT).

Arachidonic acid-derived metabolic products inhibit mitochondrial biogenesis and UCP1 expression/synthesis in the interscapular brown adipose tissue, as well as the browning of the subcutaneous white adipose tissue^33,35^. Thus, it is expected that ω-6 fatty acids present in SO might contribute to the production of arachidonic acid, which in turn inhibits thermogenesis. On the other hand, the predominance of ω-3 fatty acids in LO contribute to the synthesis of UCP1 and browning of the eWAT, thereby affecting caloric expenditure and thermogenesis, reducing fat depots and decreasing animal growth^35–37^. The increased concentrations of serum leptin, and insulin in mice from the SO group, along with the increased adiposity and glucose intolerance, represent a compensatory mechanism to reduce food ingestion and stimulate caloric expenditure^37^. The increased adiponectin seems out of context, as it was expected to decrease.

Obesity has a central role in the onset and progression of different diseases. Secretion of a variety of adipose-tissue derived factors influences other tissues, overall metabolism and susceptibility to diseases. Accordingly, obesity and insulin resistance are risk factor for BPH and PCa.

The physiological and metabolic parameters resulting from the exposure to normolipidic, isocaloric diets containing different fatty acid profiles allowed the dissociation of adiposity (i.e. total volume and adipocyte hypertrophy) and prostate growth, given that SO and PF resulted in different adiposity parameters, but similar VP growth. Furthermore, PF resulted in less adiposity, but produced perturbed VP structures and increased epithelial volumes. The results show that PF causes prostate epithelial hyperplasia, while SO causes prostate enlargement (i.e., preserved proportions among different tissue compartments).

Additionally, mice from the PF or LO groups presented similarly sized fat depots, but had completely different effects on the VP. PF caused an increase in VP weight, associated with epithelial hyperplasia, while LO resulted in a smaller VP with frequent foci of epithelial atrophy. This observation suggests that adiposity alone cannot explain the effects observed in the prostate.

The VP from animals fed for 32 weeks on a lard-based diet, which were larger and showed epithelial hyperplasia, presented an increased number of inflammatory cells per microscopical field, clearly representing inflammatory infiltrates. This is an important finding because it establishes a direct relationship between the diet and aseptic (non-infectious) prostatitis, which has been an enigma in prostate biology. Inflammatory infiltrates were also observed in mice fed an LO diet. The nature of the inflammatory infiltrates was different from those seen in the VP of PF-fed mice. These results lead to the conclusion that both lard-based and linseed-oil based diets result in prostatitis, contradicting the idea that that ω-3 has a predominant anti-inflammatory action. In contrast, the VP in mice of the SO group presented no inflammation.

Inflammation is a common finding in BPH and PCa. The transcriptome of the VP after 12 weeks on the specified diets revealed changes in pathways and gene networks related to the immune system and inflammation, depending on the dietary fatty acid profile. 

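In the VP after 12 weeks, Tlr13 (ENSMUSG00000033777, chromosome X from 106143204 to 106160493) had 2.05 ± 0.961 CPM (SD, n = 5) in PF, 0.851 ± 0.151 (SD, n = 5) in SO and 1.22 ± 0.202 (SD, n = 5) in LO mice. Tlr13 thus had a log2 fold change between PF and SO of 1.27 (SE 0.288, adjusted p = 0.138 in edgeR, 0.00838 in DESeq2, and 1.19 with the replicate block). Tlr1 (ENSMUSG00000044827, chromosome 5 from 64924679 to 64933563) rose from 1.06 ± 0.185 CPM (SD, n = 5) in SO to 2.53 ± 1.39 (SD, n = 5) in PF mice, a log2 fold change of 1.25 (SE 0.372, adjusted p = 0.239 in edgeR, 0.0607 in DESeq2). For Tlr8 (ENSMUSG00000040522, chromosome X from 167242696 to 167264329) the log2 fold change was 1.21 (SE 0.354, adjusted p = 0.239 in edgeR, 0.0665 in DESeq2), and for Tlr9 (ENSMUSG00000045322, chromosome 9 from 106222598 to 106226883) it was 0.90 (SE 0.235, adjusted p = 0.171 in edgeR, 0.0361 in DESeq2). Tlr2 (ENSMUSG00000027995, chromosome 3 from 83836272 to 83841767) changed less, from 6.14 ± 0.539 CPM (SD, n = 5) in SO to 7.82 ± 0.370 (SD, n = 5) in PF mice, but every PF mouse lay above every SO mouse (log2 fold change 0.35, SE 0.104, adjusted p = 0.239 in edgeR, 0.0754 in DESeq2). Tlr4 (ENSMUSG00000039005, chromosome 4 from 66827584 to 66930284) did not differ, with 16.7 ± 1.96 CPM (SD, n = 5) in PF, 15.9 ± 3.56 (SD, n = 5) in SO and 14.8 ± 1.45 (SD, n = 5) in LO mice. Its log2 fold change was 0.067 (SE 0.138, adjusted p = 0.999 in DESeq2), and it ranged from −0.024 to 0.18 over the fits that each left out one PF or SO mouse. The low genes rest on few reads: Tlr8 had between 12 and 92 counts per mouse, and Tlr13 between 23 and 123.

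**Figure D3:**
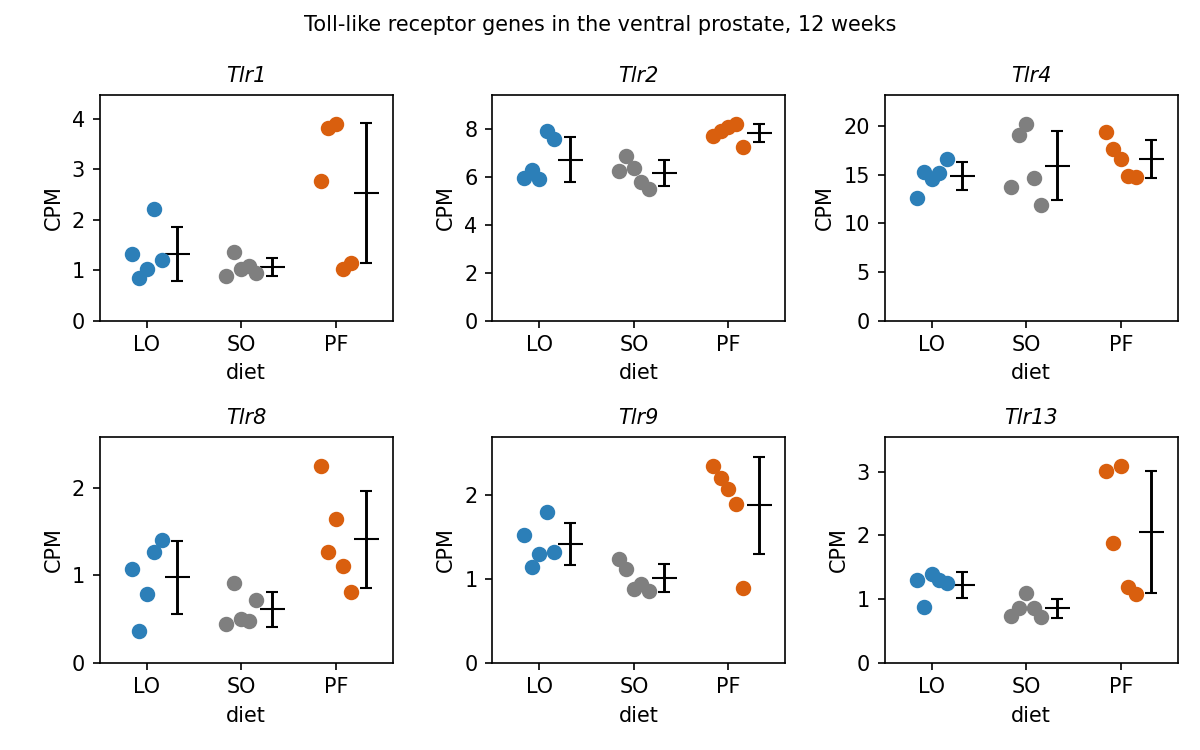
CPM (vertical axes starting at 0) of 6 Toll-like receptor genes in the VP of each mouse after 12 weeks, by diet. Each point is 1 mouse and the bars are the mean ± SD of 5 mice; the PF mice of Tlr1 and Tlr13 spread widely and PF mice of Tlr4 overlap the SO mice.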

PF resulted in differential expression of Toll-like receptor family members (TLR1, TLR2, TLR4, TLR8, TLR9 and TLR13). This result is consistent with the fact that these receptors, in particular TLR4, are key activators of the NFκB pathway in response to saturated fatty acids in the hypothalamus^31,38^, among other organs (Liu *et al*.^31^), including the prostate gland^39^, in models of high fat diets. Though the pro- and anti-inflammatory potential of ω-6 and ω-3 fatty acids, respectively, is widely disseminated^31,40^, we showed that the SO diet, containing a low ω3/ω6 ratio, had no detectable VP inflammation. Furthermore, the same notion predicts that the LO diet, containing a high ω3/ω6 ratio would have an anti-inflammatory action. As a matter of fact, the inflammatory gene expression profile showed by the LO mice was somewhat heterogeneous. 

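LO mice at 12 weeks had immune scores of −0.052, −0.787, −0.552, 0.738 and 0.197 (mice 1 to 5), a range that reached from the SO mice into the PF mice. Their mean absolute deviation from the group median was 0.455, against 0.0790 in SO mice, a ratio of 5.76. The ratio did not pass a two-sided exact permutation test over 252 arrangements (p = 0.0794). Over gene sets chosen without regard to the figure, the H2, Toll-like receptor and chemokine receptor sets, it was 3.43 (exact permutation test, p = 0.103). The exact test changed sides when SO mouse 2 or SO mouse 5 was left out, with ratios of 7.58 and 7.89 (exact permutation p = 0.0317 for both). The scores were not centred on each diet before these permutations, and the means of LO and SO mice differed by 0.667. The p-values of the ratio therefore do not measure the spread alone, and they do not decide whether LO mice were more uneven. PF mice were also uneven, with scores from −0.218 to 1.42.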

A plausible explanation is that this diet favors the organization of the male mice into hierarchies, with resulting variation in the concentration of circulating androgens (as indicated by the high dispersion of testis weight in the LO group). The inflammatory infiltrates found in the VP in LO mice were frequently associated with epithelial atrophy.

One remarkable aspect revealed by the RNAseq is that the gene signatures demonstrated for the VP from animals fed the specified diets for 12 weeks were good predictors of the histopathology of the glands after 32 weeks in the corresponding groups. This suggests that prostatitis results from a long term adaptation of the organ to different factors, such as diet.

In addition, the hormone, cytokine and adipokine profiles observed after 32 weeks on the diets were not set by the 12^th^ week. This leads us to believe that the fatty acid profiles found in the diet have local effects in the gland, connecting environmental factors to the gene expression profiles and other parameters of the prostate gland. The above mentioned Toll-like receptors could be instrumental in the relationship between dietary fatty acids and gene expression in the prostate.

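Hspa5 (ENSMUSG00000026864, chromosome 2 from 34771970 to 34777547), the gene of the chaperone BiP of the endoplasmic reticulum, had 1809 ± 293 CPM (SD, n = 5) in PF, 1247 ± 72.4 (SD, n = 5) in SO and 1372 ± 133 (SD, n = 5) in LO mice after 32 weeks. Its log2 fold change between PF and SO mice was 0.52 in the matched mice (SE 0.131, adjusted p = 0.282 in edgeR, 0.0160 in DESeq2), 0.54 in all 5 mice per diet and 0.60 in mice 1 to 4 (adjusted p = 0.706 in edgeR without and 0.632 with the replicate block). The mice outside the match, LO mouse 1, SO mouse 2 and PF mouse 2, had 1372, 1258 and 1876 CPM of Hspa5, and LO mouse 3 had 1214. Manf (ENSMUSG00000032575, chromosome 9 from 106838312 to 106891979), which encodes a secreted protein of the stress response, rose from 143 ± 13.1 CPM (SD, n = 5) in SO to 212 ± 25.5 (SD, n = 5) in PF mice. The log2 fold change of Manf was 0.51 in the matched mice (SE 0.118, adjusted p = 0.280 in edgeR, 0.0124 in DESeq2), 0.57 in all 5 and 0.64 in mice 1 to 4. Herpud1, Asns, Hyou1 and Xbp1 rose by 0.45, 0.42, 0.33 and 0.25 in the matched mice. Over the 3 choices of mice their log2 fold changes ranged from 0.22 for Xbp1 to 0.45 for Herpud1, and none reached an adjusted p-value under 0.05 in edgeR. Against LO mice Hspa5 rose by 0.37, 0.40 and 0.48 in the 3 choices.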

After 32 weeks on the specified diets, the transcriptome revealed that the VP from mice in the PF group differentially expressed genes associated with endoplasmic reticulum stress and the UPR. Endoplasmic reticulum stress might result in the production of pro-inflammatory mediators via activation of the NFκB pathway^38,41^. It is possible that the combination of the early expression of pro-inflammatory genes, systemic inflammatory cytokines and endoplasmic reticulum stress-triggered inflammation would result in overt prostatitis.

One particular weakness of the present work is the lack of analyses of the gut microbiota, which might have been selected by the different diets with probable effects on the studied systemic and prostate parameters.

Finally, we have shown that previous aspects of the rat^27^ and mouse VP (this work) in response to the specified diets are also observed in Mongolian gerbils. This animal was included in the analyses because of the metabolic detour to produce metabolic water via fatty acid oxidation. In general, the observed effects were similar to that in the rat and mouse, suggesting that the effects of diets are irrespective of using alternative pathways to use fatty acids. However, the biphasic growth pattern caused by the PF diet in mice was not evident in gerbils, and prominent epithelial lesions were evident in gerbils after 12 weeks on the LO and PF diets.

## Methods

### Ethical approval

The experimental design, including sample size and procedures, were approved by the State University of Campinas Committee on the Use of Experimental Animal, under protocol number 3346-1. All procedures followed the reccomendations of the Brazilian Council for the Control of Animal Experimentation (CONCEA).

### Animals

Male C57/BL6 mice (n = 120) and Mongolian gerbils (n = 15), acquired from the Multidisciplinary Center for Biological Investigation (CEMIB) at the State University of Campinas (UNICAMP) and from the Sao Paulo State University (UNESP), respectively, were randomized into three groups and maintained under constant temperature (22 ± 2 °C) and light/dark cycles (12 h:12 h). Animals received water and food *ad libitum*.

### Diets

Animals were fed isocaloric growth diets containing 7% fat prepared according to the American Institute of Nutrition (AIN-93G) (Reeves *et al*., 1993) for 12 (C57/BL6 mice and gerbils) or 32 (C57/BL6 mice) weeks after weaning. The lipid source in each diet was varied to achieve different contents of saturated/poly-unsaturated fatty acids (Table S1), using processed pork fat (lard), linseed oil or soybean oil. The diets were produced commercially (Pragsoluções, Jaú, SP, Brazil), divided in 100 g aliquots, frozen at −20 °C and given to the animals every other day to avoid oxidation and to preserve the lipid profile.

### Experimental procedures

Body weight gain (C57/BL6 mice and gerbils) was determined weekly. Food consumption (expressed on a weekly basis) was measured every other day. Two weeks before the end of the treatment with different diets, the animals (C57/BL6 mice) were submitted to glucose tolerance (GTT) and insulin tolerance tests (ITT), as well as to an acute cold resistance (thermogenesis) test. The interval between each test was at least 72 h. After 12 or 32 weeks, the animals were killed with excess anesthetics (xylazine and ketamine). Blood samples were collected from the brachial plexus into tubes containing anticoagulating compounds (EDTA-k3), centrifuged and stored in cryogenic tubes at -80 °C. The animals were dissected and the organs were collected, weighed and evaluated macroscopically. Tissue blocks were processed for routine histology and stained with hematoxylin-and-eosin (HE). Adipose tissues (interscapular, BAT) and inguinal (iWAT) were collected and subjected to immunohistochemistry or examined under the microscope for fluorescence-lifetime imaging microscopy (FLIM). The ventral prostates were collected, weighed and fixed for histology/stereology (n = 5) or snap frozen in liquid N_2_ and stored at -80 °C for the biochemical and molecular analysis (n = 5).

### Glucose tolerance test (GTT)

After 6 h of fasting, blood glucose was measured. Glucose (2 g/Kg body weight) was injected intraperitoneally. Blood glucose concentration was measured 15, 30, 60, 90 and 120 min after glucose administration using a caudal vein puncture^19^.

### Insulin tolerance test (ITT)

After 6 h of fasting, blood glucose was measured. Insulin (1 U/Kg body weight) was injected intraperitoneally. Blood glucose was measured 5, 10, 15, 20, 25 and 30 min after insulin administration using a caudal vein puncture^19^.

### Histology

The VPs were dissected out and fixed overnight in 0.45% glutaraldehyde in Millonig’s buffer pH 7.4. The liver was fixed in Karnovsky’s fixative. Fixed fragments were washed in buffer or water, dehydrated and embedded in Leica historesin. Two-μm-thick sections were cut using glass knives and HE-stained. Images were acquired using a Zeiss Axiocam 506 color camera adapted to a Zeiss AxioObserver Z1 microscope.

### Stereology

Ten microscopical fields were taken per histological section of the VP from each animal (n = 5 per experimental group). The relative volumes (volume densities) of the epithelium, smooth muscle cells, lumen and stroma were calculated using the number of points corresponding to each compartment and expressed in percentages. The volume of each compartment was determined by the product of the volume density and the mean weight of the VP, considering a density equal to 1 g/mL. Counts were performed using ImageJ software by superimposing the images onto a 165-point grid. The whole procedure was repeated as previously published^42,43^.

### Mitochondrial staining and immunofluorescence

Small fragments were cut from the BAT and iWAT and immersed in phenol red-free RPMI medium containing 200 nM mitotracker orange at 37 °C for 30 min in 24-well plates. After washing with sterile PBS, the fragments were fixed in 2% paraformaldehyde for 45 min and washed in PBS containing 0.3% Tween-20. The fragments were blocked with 4% BSA in PBS containing 0.1% Tween-20 for 4 h, then incubated with a polyclonal goat anti-UCP1 antibody (cat. SC-6529) diluted at 1:1000 (v:v) overnight at 4 °C with gentle stirring. The fragments were washed with PBS containing 0.1% Tween-20 and then incubated with a secondary antibody diluted at 1:2000 for 4 h and counterstained with DAPI. The results were observed using a Zeiss LSM780 NLO confocal microscope.

### Fluorescence-lifetime imaging microscopy (FLIM)

BAT and iWAT were dissected out, washed and maintained in PBS at 37 °C. Tissue autofluorescence was characterized using a Zeiss LSM780 NLO confocal microscope. The first parameter acquired was a spectral emission curve, and the obtained spectrum was subjected to spectral deconvolution to ascertain the major fluorescent contributors to the final autofluorescence. The fluorescence lifetime was determined using a Becker & Hickel TCSPC (Time-Correlated Single Photon Counting) system. The fluorescence lifetime curves were analyzed using the SPCImage (Becker & Hickl), according to previously published work^44,45^.

### RNA extraction, integrity and purity

Total RNA was extracted from the VP after homogenization using lysis matrix A (MP Biomedicals, Santa Ana CA, USA), containing ceramic and silica beds, lysis buffer and β-mercaptoethanol, with mechanical stirring in a FastPrep system. After homogenization and extraction, the RNA was precipitated, isolated in a silica column, digested with DNase and eluted with RNase-free water, according to the recommendations of the Illustra RNAspin Mini Kit (GE Healthcare, Buckinghamshire, UK). RNA concentration and purity was determined using a NanoVue Plus Spectrophotometer (GE Healthcare) with the absorbance at λ = 260 nm and the 260/280 and 260/280 ratios, respectively. RNA integrity was checked in a Bioanalyzer, using capillary electrophoresis, according to the recommendations of the RNA 6000 Nano kit (Agilent, Santa Clara CA, USA). Only samples with RNA integrity numbers above 8.0 were selected and used for the RNAseq procedure described below.

### Library preparation and next generation sequencing

cDNA and libraries were produced with 2 mg RNA purified from the VP samples using the TruSeq Stranded mRNA kit (Illumina, San Diego CA, USA), according to the manufacturer´s instructions. The quality of the libraries was determined using a Bioanalyzer, as described above. Each library was quantified using the KAPA Library Quantification kit and was clustered in a cBOT flow cell (Illumina). Sequencing was done using a HiSeq. 2500 platform (Illumina). Paired-end sequencing was employed, producing 100 bp (2×) sequences and a total of 1,355,974,797 fragments, of which 95% of the sequences showed scores above Q30. A mean of 120 million sequences were produced per sample, and the mean alignment with the *Mus musculus* genome was 93%. 

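Summed over the 30 mice, the deposited files hold 1434392225 entries, of which 1018260631 are counts on genes. HTSeq lists pairs that align to several places apart from the counts, and such a pair can appear there more than once. Between 67.8% and 76.3% of the entries of a mouse were assigned to a gene. All values given beside the conclusions use the counts on genes.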

Counting of the sequences aligned with the genome was done with the HTSeqCount tool (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html). To determine the genes differentially expressed (variance analysis), the data were normalized and adjusted to a negative binomial distribution, correcting for outliers and low expression genes. For statistical analysis, the Wald test was employed and the correction for multiple tests was done using the Benjamini and Hochberg (1995) procedure. Both procedures used the DESeq. 2 tool (http://www.bioconductor.org/packages/devel/bioc/html/DESeq.2.html). Results were deposited as GSE131143, at the NCBI’s GEO.

### Western blot

VP samples were sonicated in radio immunoprecipitation assay (RIPA) buffer containing protease and phosphatase inhibitors (protease inhibitor cocktail, cat. P8340; Sigma-Aldrich, Saint Louis MO, USA), sodium orthovanadate and sodium fluoride. After a 2 h incubation, samples were centrifuged (4,000 × g at 4 °C for 10 min), supernatants were collected and protein concentrations were determined using the Bradford´s method (Bradford, 1976), using BSA as standard. Protein aliquots (30 μg) were resolved in polyacrylamide gels at 100 V for 2 h, under non-reducing conditions. After electrophoresis, the proteins were transferred to nitrocellulose membranes under controlled temperature at 400 mA for 1 h. The membranes were washed three times with TBS for 5 min and incubated in 5% BSA in PBS for 1 h. Next, the membranes were exposed to a rabbit polyclonal anti-androgen receptor antibody (cat. sc816, Santa Cruz Biotech, Santa Cruz CA, USA) diluted at 1:1000 in 3% BSA in PBS overnight at 4 °C with gentle stirring. The membranes were washed again three times in TBS-T (0.1% Tween 20 in TBS) and incubated with an Alexa Fluor 546 goat anti-rabbit Ig or an Alexa Fluor 488 goat anti-rabbit Ig, diluted at 1:3000. The images were acquired in a Typhoon 9410 scanner and analyzed using ImageQuant TL1 software. Band intensity was determined using ImageJ software.

### Cold-induced thermogenesis

After 6 h fasting, the animals were exposed to 4 °C for 5 h, between 11:00 AM and 5:00 PM, to avoid a possible circadian variation in UCP1 expression^46^. Thermal images were acquired prior to exposure and after each hour until the end of the experiment using a Testo 875 camera (Testo Ltd, Alton Hampshire, UK). Images were evaluated with Testo Thermal Image software and the mean temperature was checked at 100 points over the animal surface image (n = 5/group) for each time point.

### Data analyses and statistics

Data are presented as the mean ± standard error of the mean. When possible, individual measurements are presented along with the mean value. All quantitative data were tested for normality, and the differences among the experimental groups were tested by one-way ANOVA, followed by Tukey’s *post hoc* multicomparison test. Significance was assumed when *p* < 0.05.

## Supplementary information

Dataset 1

How the deposited data were processed for this re-analysis (not part of the article)

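RNA from the ventral prostate (VP) of 30 mice was sequenced, 5 for each of 3 diets (LO, SO and PF) at each of 2 time points, 12 and 32 weeks. The authors aligned the reads, counted read pairs per gene with HTSeq and deposited 1 table of raw counts per mouse, without normalization. The paper's text does not name the annotation or genome build behind the counts. Of the 39179 gene identifiers in the tables, 37607 were matched to a symbol in GENCODE M21, and gene positions are on GRCm38. Each mouse was assigned to its diet, time point and replicate number from the sample labels, and all 30 mice could be assigned.

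From the deposited counts, genes were filtered by edgeR's rule on low expression with diet as the group, libraries were scaled by TMM, and PF against SO, PF against LO and LO against SO were tested with the two-sided quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the 3 diets of a time point in one fit. The SE of a log2 fold change was derived from its F statistic. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p-value under 0.05. Gene sets were tested with camera in limma 3.58.1 after voom, with the inter-gene correlation estimated, and adjusted over the 57 tests of a time point. The principal components used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Scores of gene sets were means of log2 CPM with a prior count of 2, and the immune score was a mean of z-scores of it. Single scores were compared by two-sided exact permutation tests, in which 5 mice against 5 cannot give a p-value under 0.00794 and 4 against 4 none under 0.0286. Correlations across mice were tested with 100000 permutations.

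Total counts on genes lay between 27590631 and 41301707 per mouse. At this depth most expressed genes were well covered, but some immune genes had few counts, and Ccl20, Ccr6, Ccr3 and Mmp3 did not pass the filter with all mice at 12 weeks.

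The genes named in the text were set by a rule fixed beforehand. It took every gene the paper's text names for the RNAseq, every gene labelled in the volcano panels of Fig. 5 and Fig. 6, and up to 3 genes up-regulated and 3 down-regulated per comparison among those with an adjusted p-value under 0.05, of which edgeR gave none. Results for some of these genes are not reported here.

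The groups share replicate numbers in the sample labels, and the pairing was taken from those labels. The paper's text does not say that same-numbered mice belong together, so the replicate number was left out of the main comparison and entered as a block in an alternative.

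At 32 weeks the heatmaps of the paper show 4 mice per diet. Mice 1 to 4 were taken as the main choice, and a later match of the heatmap colours to the counts pointed to other mice for each diet. The match was added after the data had been seen, was tried with CPM values and then with the median of ratios, and gave different LO mice under these scalings.

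The alternatives were the DESeq2 Wald test, size factors of the relative log expression method, an adjusted p-value under 0.1, no filter, at least 10 counts in every sample, only the 2 diets compared, all 6 groups in one fit, a robust fit, the replicate block, a preset inter-gene correlation of 0.01, log2 CPM values or all filtered genes for the principal components, all 5 mice at 32 weeks, and each mouse left out in turn. Alternatives added after the data had been seen were the DESeq2 test at an adjusted p-value under 0.1, the same with only the 2 diets compared, the matched mice, principal components of the genes called by DESeq2, principal components of values centred on each replicate number as a block, and the replicate block in DESeq2, in all 5 mice at 32 weeks and in the matched mice.

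The gene tests were tested on simulated counts for 15873 genes, of which 200 were changed. edgeR recovered 85% of 100 genes changed by 1 on the log2 scale and 98% of 100 genes changed by 2, with 11 calls among 15673 unchanged genes. DESeq2 recovered 94% and 99%, with 27 calls among the unchanged genes. Single genes were changed only by 1 or 2 on the log2 scale, and recovery was not split by expression level. The 15873 genes were those of the 12-week fit, and recovery was not measured for the 32-week fits. These percentages therefore do not show how well smaller changes, genes with few counts or the 32-week comparisons would be recovered. The enrichment made with Metacore and the histology were not analysed here.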

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

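The tests of whether a few mice carry the immune difference, of blood in the sample and of immune genes against stroma were chosen only after the result was seen.

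In 14 of 276 groups of 5 mice, 1 mouse lay far from the others, with a gap to its nearest neighbour above 0.71 of the group's range. This is about the 1 in 20 that chance gives, and no pattern was read from it. Among the scores, these were LO mouse 4 at 32 weeks for the chemokine ligands (−0.824, next 0.125) and for the immune score (−1.58, next 0.178), SO mouse 1 at 32 weeks for the unfolded protein response (UPR; −0.0214, next −0.109), PF mouse 1 at 32 weeks for the ribosomal proteins (0.695, next −0.0304) and SO mouse 4 at 32 weeks for the T cell markers (1.99, next 0.241). Among the named genes at 12 weeks, in CPM, they were Tlr13 in LO mouse 2 (0.875, next 1.26), Ccr6 in LO mouse 4 (0.324, next 0.0879), Ccl7 in LO mouse 3 (0.272, next 0.649), H2-Q7 and H2-Q6 in LO mouse 4 (44.6, next 18.0, and 36.2, next 12.9) and H2-DMb2 in SO mouse 5 (1.44, next 0.857). H2-Q7 and H2-Q6 are near-identical paralogs and count as 1 observation. At 32 weeks they were Kdelr3 in SO mouse 2 (25.9, next 30.5), Hyou1 in SO mouse 1 (353, next 298) and Acot1 in SO mouse 3 (28.1, next 19.2). No biological explanation was tested for single mice.

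The difference between PF and SO mice changed between 12 and 32 weeks for 7 of 20 scores at an adjusted p-value under 0.05, by permuting the time point within each diet over 63504 arrangements. The immune score changed by −1.98 (from 1.61 to −0.370; permutation test, adjusted p = 0.0189), and its genes were chosen in the paper for the difference at 12 weeks, so part of its fall is built in. Its filter and z-scores were also made at each age apart, so its differences at 12 and 32 weeks are not on one scale. Sets chosen without regard to the figures also changed downwards: the Toll-like receptors by −0.938 (from 0.603 to −0.335; permutation, adjusted p = 0.0273), the chemokine receptors by −0.950 (permutation, adjusted p = 0.0393) and the H2 genes by −1.16 (permutation, adjusted p = 0.0237). Markers of T cells changed by −1.64 (permutation, adjusted p = 0.0263) and of macrophages by −0.846 (permutation, adjusted p = 0.0471). Genes of protein translocation into the endoplasmic reticulum changed by 0.251 (from −0.0225 to 0.229; permutation, adjusted p = 0.0145). The chemokine ligands (−0.716; permutation, adjusted p = 0.0778) and the UPR set (0.126; permutation, adjusted p = 0.221) did not pass. The sample labels used here give no sequencing batch, so no test of batch was made, and age and batch cannot be told apart. Across genes, edgeR found 0 genes whose PF against SO difference changed (1576 at an unadjusted p-value under 0.05) and DESeq2 found 44.

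The higher immune genes of PF than SO mice at 12 weeks were set against technical explanations. Library size did not differ (exact permutation test, p = 0.333), nor did the share of the 10 largest genes (−1.29 percentage points; exact permutation test, p = 0.563). Removing the trend on transcript length and GC content left a mean log2 fold change of 0.862, from 0.840 over 49 genes. The trend itself was small in this comparison, from −0.0347 to 0.00368 on the log2 scale between the 5th and the 95th percentile of 15710 genes, and it averaged −0.0215 in the set. Adipocyte markers (0.17 higher; exact permutation test, p = 0.810) and skeletal muscle markers (0.37 higher; exact permutation test, p = 0.619) did not differ. Leaving out any 1 of the 10 mice kept the difference of the H2, Toll-like receptor and chemokine receptor scores at 1.12 or more, against 1.19 with all mice. Stroma and fibroblast markers were higher in PF mice by 0.454 (exact permutation test, p = 0.0238), so a larger share of stroma in the samples may account for part of the pattern. Markers of T cells were higher by 1.25, with every PF mouse above every SO mouse (exact permutation test, p = 0.00794), those of macrophages by 0.771 (exact permutation test, p = 0.0159) and those of B cells by 1.61 (exact permutation test, p = 0.111), while smooth muscle markers differed by −0.104 (exact permutation test, p = 0.556). With the stroma score subtracted, the H2, Toll-like receptor and chemokine receptor genes were higher by 0.311 (exact permutation test, p = 0.0873), T cell markers by 0.795 (exact permutation test, p = 0.0317), macrophage markers by 0.317 (exact permutation test, p = 0.0317) and B cell markers by 1.16 (exact permutation test, p = 0.214). Smooth muscle markers differed by −0.558 in this measure (exact permutation test, p = 0.0159). The stroma set included Thy1 and Vim, which immune cells can also express, so the subtraction may remove immune signal too. After adjustment over these 5 scores the smallest p-value was 0.0528, so a rise of the immune genes only in proportion to the stroma is not excluded. The pattern cannot be told apart from this explanation.

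The higher UPR genes of PF than SO mice at 32 weeks were set against the same kind of explanation in mice 1 to 4. Library size (exact permutation test, p = 0.229) and the share of the 10 largest genes (5.36 percentage points more; exact permutation test, p = 0.143) did not differ there, while in the matched mice that share was 8.34 points higher in PF mice (exact permutation test, p = 0.0286). On unscaled totals, a larger share on a few genes would lower the CPM of the other genes, opposite in direction to the higher UPR genes. The scores and fits used TMM scaling, which is meant to offset such a share. The direction therefore does not decide whether the larger share in the matched mice affects the UPR genes. Removing the trend on length and GC content left 0.263 of a mean log2 fold change of 0.292 over 42 genes, with a trend from −0.14 to 0.173 between the same percentiles of 16109 genes. Secretory epithelium markers, a result the paper does not report, were higher in PF mice by 0.539 (exact permutation test, p = 0.0286), and by 0.485 over all 5 mice per diet, where every PF mouse (0.158 or more) lay above every SO mouse (0.0254 or less), 1 of 12 marker comparisons made. From histology at 32 weeks the paper reports a taller epithelium, a larger epithelial volume and a narrower lumen in PF mice. It reports a larger epithelial volume in SO mice as well. Within diets, the UPR score did not rise with the secretory score across 12 mice (Pearson r = −0.579, permutation p = 0.103; Spearman rho = −0.420, permutation p = 0.240; r without the 2 farthest mice −0.164; adjusted p = 0.206 over 2 correlations). The higher markers make a larger share of secretory epithelium a candidate explanation, while the correlation within diets had the opposite sign and did not pass the threshold, so it gives no evidence for it. These tests leave the question open, and the pattern cannot be told apart from this explanation. Red blood cell genes were also higher in PF mice (2.34), and within diets their correlation with the UPR score was 0.312 (Pearson, permutation p = 0.341; Spearman rho 0.168, permutation p = 0.613; r without the 2 farthest mice 0.495; adjusted p = 0.341), so blood in the sample cannot be told apart from the pattern either. Over all 5 mice and in the matched mice, red blood cell genes were higher by 1.96 (exact permutation test, p = 0.0159) and 1.84 (exact permutation test, p = 0.0571).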

How the results depend on the processing

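The matched mice at 32 weeks, the DESeq2 test at an adjusted p-value under 0.1, the principal components of called genes and those with a replicate block, and the replicate block in DESeq2, in all 5 mice and in the matched mice, were chosen after the data had been seen; the other alternatives were set before the data were examined.

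The number of genes past the threshold was 0 with edgeR in each comparison of diets (unadjusted p-value under 0.05 in 1269, 1466 and 679 genes at 12 weeks and 1001, 893 and 441 at 32 weeks, for PF against SO, PF against LO and LO against SO). It depended on the test. The DESeq2 Wald test called 221 and 76 genes at 12 weeks for PF against SO and PF against LO, and 23 and 26 at 32 weeks. At an adjusted p-value under 0.1 these were 387 and 148 at 12 weeks and 48 and 43 at 32 weeks, with 3 for LO against SO at 32 weeks. With only the 2 diets compared there were 517, 120 and 1 (LO against SO) at 12 weeks and 63, 23 and 12 at 32 weeks. In the matched mice at 32 weeks DESeq2 called 188, 127 and 2 genes at 0.05, 343, 234 and 3 at 0.1, and 247, 123 and 20 at 0.1 with only the 2 diets, while mice matched by CPM gave 240 and 158. With all 6 groups in one fit edgeR called 1 gene for PF against LO at 32 weeks. For the change of PF against SO between 12 and 32 weeks, edgeR called 0 genes (1576 at an unadjusted p-value under 0.05) and DESeq2 44. With the replicate block, DESeq2 called 142, 136 and 12 genes at 0.05 at 12 weeks for PF against SO, PF against LO and LO against SO, and 224, 251 and 20 at 0.1. At 32 weeks these were 49, 59 and 16, and 87, 107 and 18 at 0.1, and in the matched mice 91, 45 and 9, and 222, 66 and 12 at 0.1, while edgeR with the block called 1 gene for PF against LO there. The cause was not tested.

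Leaving out each mouse in turn gave from 0 to 131 genes for PF against SO at 12 weeks, where 131 was without PF mouse 5, and from 0 to 1 for PF against LO at 12 weeks. The other comparisons stayed at 0 in each fit. Of the other settings for gene counts, 65 gave the same result and 47 gave more genes.

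With the inter-gene correlation preset at 0.01, camera's adjusted p-values fell to 2.76e-07 for the Toll-like receptors, 1.23e-13 for the chemokine receptors, 3.14e-10 for the chemokine ligands, 9.73e-18 for the H2 genes and 0.00069 for the circadian clock in PF against LO mice at 12 weeks, and to 3.75e-13 for protein translocation and 7.06e-24 for ribosomal proteins in PF against SO mice at 32 weeks. A preset of 0.01 is below the correlations estimated for these sets. For the UPR set at 32 weeks, the adjusted p-value no longer passed 0.05 with the replicate block (0.0599 for PF against SO and PF against LO, 0.0547 for both in all 5 mice and 0.291 for both in the matched mice) or in the matched mice without it (0.0543 for both). The mean log2 fold change of the clock set in PF against SO mice changed sign with the replicate block (adjusted p-value 0.618) and with at least 10 counts in every sample (0.703). Of the other settings for gene sets 55 gave the same result.

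With each mouse left out, the adjusted p-values of the sets in PF against SO mice at 12 weeks ranged from 0.0701 to 0.420 for the Toll-like receptors, from 0.0372 to 0.314 for the chemokine receptors, from 0.0372 to 0.377 for the chemokine ligands and from 0.0385 to 0.377 for the H2 genes. For the last 3 sets only the fit without PF mouse 5 passed 0.05. They ranged from 0.394 to 0.882 for the clock, which changed direction in 5 of 10 fits, and from 0.431 to 0.890 for heat-shock proteins. In PF against LO mice they ranged from 0.0978 to 0.487 for the clock and from 0.776 to 0.955 for the NIMA-related kinases. At 32 weeks, in mice 1 to 4, they ranged from 0.00447 to 0.0284 for the UPR in PF against SO and from 0.00101 to 0.0300 in PF against LO mice, from 0.122 to 0.219 for protein translocation, from 0.250 to 0.459 for ribosomal proteins and from 0.366 to 0.959 for fatty acid synthesis in PF against LO mice, which changed direction without PF mouse 2.

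The first principal component at 12 weeks did not separate PF mice with all genes past the filter (exact permutation test, p = 0.794), where it followed the replicate number (exact permutation test, p = 0.0331), as it did with all genes at 32 weeks (exact permutation test, p = 0.0347). With the replicate block its exact permutation p for PF mice was 0.0412 with 500 genes and 0.07 with all genes at 12 weeks, and 0.395 and 0.284 at 32 weeks. Over the fits without 1 mouse its permutation p at 12 weeks ranged from 0.013 to 0.304. At 32 weeks it separated them, among the settings run, only with the genes called by DESeq2 in the matched mice, which were chosen by this difference (exact permutation test, p = 0.00202), and ranged from 0.17 to 0.779 without 1 mouse. The second component ranged from 0.429 to 0.937 at 12 weeks and from 0.0857 to 1 at 32 weeks in permutation p. The ratio of spread of the immune score in LO and SO mice ranged from 4.68 to 7.89.

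Of the 59 comparisons of named genes, 2 changed sign when 1 mouse was left out: Tlr4 in PF against SO mice at 12 weeks (from −0.024 to 0.18) and Acot1 in PF against LO mice at 32 weeks (from −0.098 to 0.074). Acot1 also changed sign in the matched mice, to 0.021 in edgeR and 0.034 in DESeq2. In the other settings named genes gave the same result in 229 cases and passed the threshold newly in 36. Depth limits the genes with few counts, Ccl20, Ccr6, Ccr3 and Mmp3, which did not pass edgeR's filter with all mice at 12 weeks. Ccr6 passed it in some of the fits without 1 mouse.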

Differences from the paper's values

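The alternatives named here as added were chosen after seeing the values.

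The paper reports 355 genes differentially expressed between PF and SO mice at 12 weeks, 335 up-regulated and 20 down-regulated, and edgeR gave 0 of each (1269 at an unadjusted p-value under 0.05). For PF against LO mice the paper's counts are 142, 36 and 106, and edgeR again gave 0 of each (1466 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed these gaps: the DESeq2 Wald test gave 221 genes (215 and 6) and 76 (19 and 57). Added after seeing the values, DESeq2 at an adjusted p-value under 0.1 gave 387 (366 and 21) and 148 (48 and 100), and with only the 2 diets compared 517 (491 and 26) and 120 (28 and 92), and all of these lie within 1.5 times the paper's counts. DESeq2 with the replicate block, also chosen after seeing the values, came within 1.5 times the paper's counts for PF against LO at 0.05 (136, 33 and 103), and for the down-regulated genes of PF against SO at 0.1 (19).

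At 32 weeks the paper reports 329 genes between PF and SO mice, 221 up-regulated and 108 down-regulated, and 72 between PF and LO mice, 40 up-regulated and 32 down-regulated. edgeR gave 0 of each in mice 1 to 4 (1001 and 893 genes at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed these gaps; DESeq2 gave 23 (16 and 7) and 26 (13 and 13). For PF against SO, the alternatives chosen after seeing the values that came within 1.5 times the paper's total were DESeq2 at 0.1 in the matched mice (343), the same with only the 2 diets (247), with the replicate block (222) and in mice matched by CPM (240). The first of them also came within it for the up-regulated genes (189), and the down-regulated genes did so with 154, 116, 122 and 127 genes in these 4, and with 81 in the matched mice at 0.05. For PF against LO the alternatives that came within 1.5 times the paper's total, chosen after seeing the values, were DESeq2 with the replicate block: at 0.1 in the matched mice (66, with 43 up-regulated and 23 down-regulated, both within it), at 0.05 in mice 1 to 4 (59, with 42 down-regulated within it) and at 0.1 in mice 1 to 4 (107, with 34 up-regulated within it). Chosen after seeing the values, DESeq2 at 0.1 in the matched mice with only the 2 diets came within it for the up-regulated genes (56), and DESeq2 at 0.1 in mice 1 to 4 for the down-regulated genes (27).

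The first principal component at 12 weeks holds about 60% of the variance in Fig. 5a, read by eye, and held 25.0% here; none of the alternatives set before the data were examined closed the gap, and the genes called by DESeq2, chosen after seeing the values, gave 68.2%. The second holds about 12% in Fig. 5a and held 19.0% here; among the alternatives set before the data were examined, log2 CPM values (15.2%) and the fits without LO mouse 4 (18.0%), PF mouse 3 (17.2%) and SO mouse 5 (17.2%) closed the gap, the others did not, and the called genes, chosen after seeing the values, gave 10.0%. At 32 weeks the first component holds about 64% in Fig. 6b and held 26.8% here, and none of the alternatives set before the data were examined closed the gap, while the called genes in the matched mice, chosen after seeing the values, gave 47.6%. The second holds about 7.8% in Fig. 6b and held 19.7% here, and no alternative closed the gap.

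The paper names Tlr4 among the differentially expressed Toll-like receptor genes. Its log2 fold change was 0.067 with an adjusted p-value of 1.00 in edgeR and 0.999 in DESeq2. Ccl25 is named in a pathway of the up-regulated genes, and its log2 fold change was −0.11. A network of NIMA kinases is named for the genes down-regulated in PF against LO mice, and the mean log2 fold change of these kinases was 0.073, with 4 of 10 genes higher. Protein folding is named for the genes down-regulated in PF against SO mice, and the mean log2 fold change of the heat-shock set was 0.055. The paper's networks and pathways come from Metacore enrichment in its lists of changed genes, which was not repeated here. A value of a single gene or a mean over a gene family is another measure and does not test that enrichment. The paper describes PF mice as segregated on the first component at 32 weeks, and the exact permutation p was 0.802 in the matched mice.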

Other observations

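The counts of genes in other splits of the mice and the test of the clock genes were set before their results were seen, while the DESeq2 counts at an adjusted p-value under 0.1 and the matched mice were chosen after the gene counts were seen.

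The numbers of genes were compared with those of other splits of the same mice into groups of the same sizes. Only splits that part as many same-numbered mice as the diets do were compared, and with 16 of them at 12 weeks and 8 at 32 weeks the share cannot fall under 0.05. For edgeR at an unadjusted p-value under 0.05, the number of such splits with as many genes, the real one included, was 4 of 16 for PF against SO, 2 of 16 for PF against LO and 6 of 16 for LO against SO at 12 weeks, and 2 of 8 for each of the 3 comparisons at 32 weeks. Over all splits drawn, which part fewer same-numbered mice, it was 22 of 100, 22 of 100 and 47 of 100 at 12 weeks, and 11, 12 and 21 of 35 at 32 weeks. For DESeq2 at an adjusted p-value under 0.1 it was 2 of 16 (387 genes) for PF against SO and 3 of 16 (148 genes) for PF against LO at 12 weeks, and 1 of 8 (343 genes) and 1 of 8 (234 genes) in the matched mice at 32 weeks, where PF and LO share only 3 numbers. Over all DESeq2 splits drawn it was 4 and 8 of 50 at 12 weeks, and 5 and 1 of 35 at 32 weeks. In the matched mice at 32 weeks, the other splits that part as many same-numbered mice gave at most 27 genes for PF against SO and 90 for PF against LO, and the other splits of any kind at most 1330 and 177. Over all comparisons, the largest count in another split was 4007 genes with edgeR, for LO against SO at 12 weeks, and 1781 with DESeq2, for PF against SO at 12 weeks. The splits that part as many same-numbered mice are too few to tell any of these gene counts apart from an accidental grouping of the mice, whatever the counts.

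The clock genes Arntl, Npas2, Clock and Nfil3, and a second group of clock genes (Per1, Per2, Per3, Dbp, Tef, Hlf, Nr1d1, Nr1d2 and Ciart), moved apart between PF and LO mice at 12 weeks. In the first group 3 of 4 genes were higher in PF mice (mean log2 fold change 0.43), and in the other 8 of 9 were lower (mean −0.303), and the mean log2 CPM score of the first group minus that of the other, computed per mouse, differed by 0.75 (exact permutation test, p = 0.0159). Between PF and SO mice this difference was 0.46 (exact permutation test, p = 0.103) and between LO and SO mice −0.289 (exact permutation test, p = 0.0873). A difference in the time of day of dissection, or in clock phase, is a candidate explanation. The time of dissection was not used here, and the diet cannot be told apart from it.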
